# Differentiation of the Endometrial Macrophage during Pregnancy in the Cow

**DOI:** 10.1371/journal.pone.0013213

**Published:** 2010-10-07

**Authors:** Lilian J. Oliveira, Steve McClellan, Peter J. Hansen

## Abstract

**Background:**

The presence of conceptus alloantigens necessitates changes in maternal immune function. One player in this process may be the macrophage. In the cow, there is large-scale recruitment of macrophages expressing CD68 and CD14 to the uterine endometrium during pregnancy.

**Methodology/Principal Findings:**

In the present study, the function of endometrial macrophages during pregnancy was inferred by comparison of the transcriptome of endometrial CD14^+^ cells isolated from pregnant cows as compared to that of blood CD14^+^ cells. The pattern of gene expression was largely similar for CD14^+^ cells from both sources, suggesting that cells from both tissues are from the monocyte/macrophage lineage. A total of 1,364 unique genes were differentially expressed, with 680 genes upregulated in endometrial CD14^+^ cells as compared to blood CD14^+^ cells and with 674 genes downregulated in endometrial CD14^+^ cells as compared to blood CD14^+^ cells. Twelve genes characteristic of M2 activated macrophages (*SLCO2B1*, *GATM*, *MRC1*, *ALDH1A1*, *PTGS1*, *RNASE6*, *CLEC7A, DPEP2*, *CD163*, *CCL22*, *CCL24*, and *CDH1*) were upregulated in endometrial CD14^+^ cells. M2 macrophages play roles in immune regulation, tissue remodeling, angiogenesis and apoptosis. Consistent with a role in tissue remodeling, there was over-representation of differentially expressed genes in endometrium for three ontologies related to proteolysis. A role in apoptosis is suggested by the observation that the most overrepresented gene in endometrial CD14^+^ cells was *GZMA*.

**Conclusions:**

Results indicate that at least a subpopulation of endometrial macrophages cells differentiates along an M2 activation pathway during pregnancy and that the cells are likely to play roles in immune regulation, tissue remodeling, angiogenesis, and apoptosis.

## Introduction

Pregnancy leads to immunological adjustments in the mother that facilitate survival of the conceptus. One of these adjustments, recruitment of macrophages to the pregnant endometrium, occurs in a wide range of mammalian species including the mouse [1], human [2]–[4], cynomologus and vervet monkeys [5], sheep [6] and cow [7], [8]. The role of endometrial macrophages is not known and may vary depending upon anatomical location. In cattle, macrophages are rare in the endometrium in nonpregnant females but accumulate in large number during pregnancy [7]. Endometrial macrophages in the pregnant cow are regionally differentiated, with macrophages in the interplacentomal endometrium being largely CD68^+^CD14^+^MHC class II^-^ and often positive for CD11b while the less-numerous macrophages in the caruncular septa of placentomes are largely CD68^+^CD14^+^MHC class II^+^ and have little or no expression of CD11b [8].

One role for endometrial macrophages is participation in host defense. Indeed, endometrial macrophages increase in number in the pregnant cow after experimental infection with *Neospora caninum* [9]. A role for macrophages in clearing bacteria after parturition or in the expulsion of the conceptus is also a possibility because macrophages accumulate with impending parturition [10], [11]. Activation of a local immune response in response to intrauterine infection can also turn macrophages into pregnancy foes that induce fetal resorption [12]. Endometrial macrophages in the human have been proposed to participate in vascular remodeling since they produce vascular endothelial growth factor [13] and macrophage accumulation in the uterus is abnormal in women with pre-eclampsia [14]. Macrophages can also promote trophoblast function by clearing apoptotic cells and secreting cytokines that regulate the apoptotic process [15]. In addition, macrophages can metabolize placental lactogen [16] and may participate in regulation of concentrations of this hormone at the fetal-maternal interface. Given the potential antigenicity of the conceptus by virtue of inheritance of paternal antigens and, at least in cows, the expression of classical MHC proteins on the placenta [17], [18], a role for macrophages in limiting activation of anti-conceptus immune responses is also possible.

Macrophages can follow different differentiation pathways when activated by cytokines. Exposure to interferon-γ (IFNG), tumor necrosis factor-α and/or lipopolysaccharide leads to activation along the classical or M1 activation pathway to produce a macrophage that promotes inflammation and cytotoxicity while exposure to interleukin-4 (IL4) and -13 (IL13) leads to activation via the alternative or M2 activation pathway to produce a macrophage that directs immunosuppression and wound healing [19], [20]. The M2 activation pathway can be divided into three subpathways. The M2a pathway represents macrophages that are stimulated by IL13 and IL4; the M2b pathway involves macrophage differentiation under the influence of immune complexes via toll-like receptor and IL1 receptor; and M2c macrophages differentiate under the influence of IL10 and transforming growth factor-β (TGFB) or glucocorticoid hormones [20]. Endometrial macrophages in humans and mice have been reported to have some characteristics of M2 activation [2], [4], [21]. It remains possible that endometrial macrophages possess a unique activation status.

In the experiment reported herein, likely functions of macrophages residing in the interplacentomal endometrium of pregnant cows were determined through use of global analysis of the macrophage transcriptome to characterize the pattern of gene expression and identify functional pathways that are activated or inhibited in endometrial macrophages compared with monocytes in blood. We hypothesized that macrophages in the pregnant endometrium would express genes that support placental growth (angiogenesis and tissue remodeling) and that are indicative of a M2 phenotype that signifies a role in modulation of immune responses towards fetal antigens.

## Results

### Purification of Endometrial and Blood CD14^+^ Cells

The final preparation of endometrial CD14^+^ cells had a purity of 90–95% based on flow cytometry while blood CD14^+^ cells were 98–99% pure (Figure 1).

**Figure 1:**
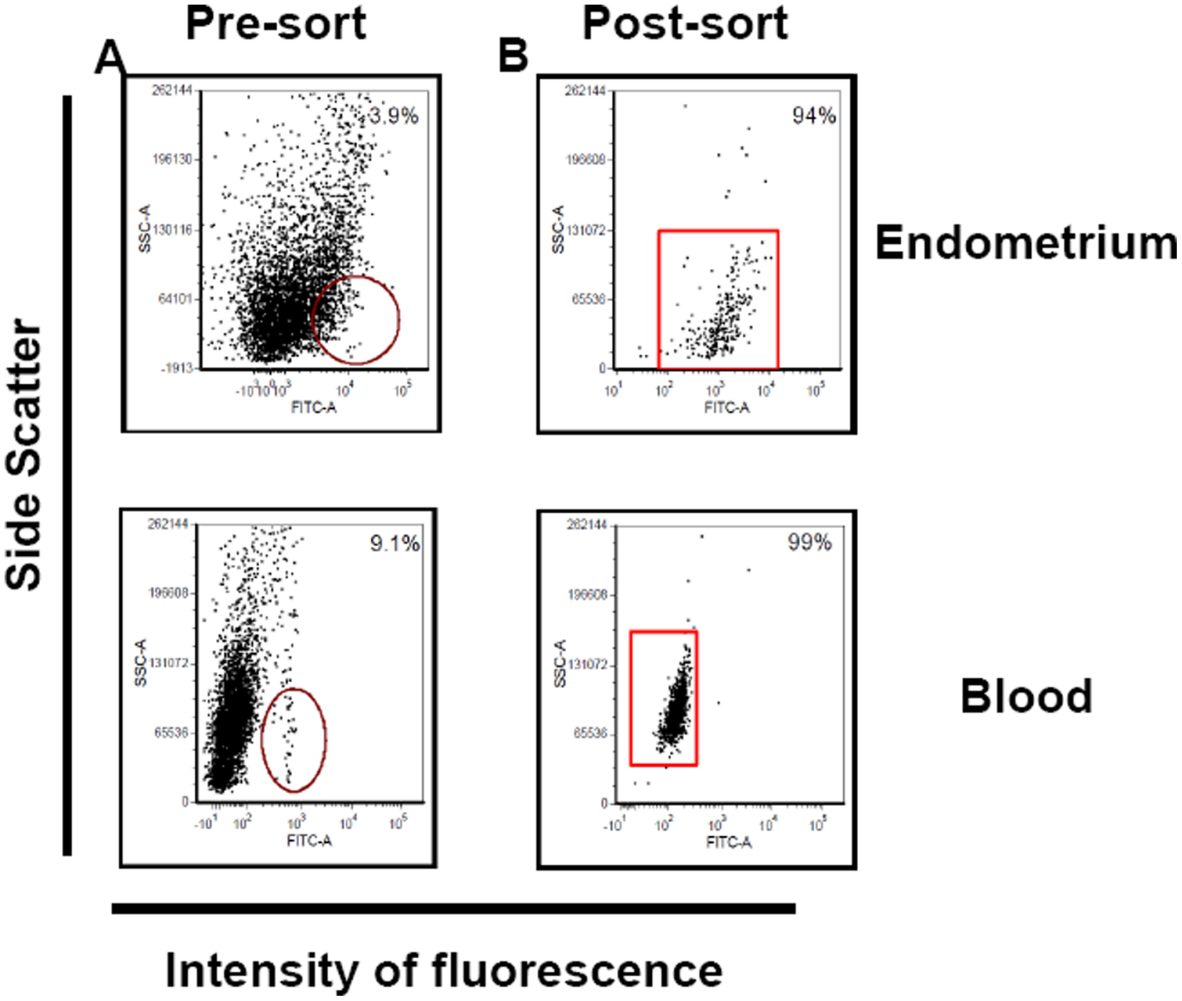
Representative acquisition dot plots for CD14^+^ cells in endometrium and peripheral blood as determined by flow cytometry. Shown are analyses for dispersed endometrial cells and peripheral blood mononuclear cells from a cow at ∼Day 230 of pregnancy before (A) and after two rounds of cell sorting (B). The y-axis depicts side scatter characteristics (SSC) to analyze cells on the basis of granularity and the x-axis depicts intensity of fluorescence (FL1) associated with anti CD14. The circles and rectangles in the dot plots identify CD14^+^ cells targeted for sorting.

### Expression of Genes in Blood and Endometrial CD14^+^ Cells

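CD14+ cells of the endometrium and of the blood of 4 cows, at days 164, 239, 242 and 248 of pregnancy, were compared on 8 Agilent bovine oligonucleotide arrays with 2 colours. Each array held amplified and labeled RNA from the endometrial cells of an animal in 1 dye and from the blood cells of the same animal in the other. Every animal was hybridized on 2 arrays as technical replicates, 1 on each of 2 slides, and the dyes were swapped between them in 3 of the 4 animals. An array had 44407 spots, of which 42990 were not controls and represented 21475 probes, 21465 of them with 2 spots. The authors deposited the scanner's intensity of each spot in each dye, and a table of log2 values that they had normalized by quantiles over the 16 channels. The scanner's processed signal of each channel was put on the set of values of a column by rank and compared with that column. Each of the 16 columns of that table then equaled, at 100% of the probes and within 0.001 on the log2 scale, the labeled dye of the scanner file attached to the other technical replicate of the same animal. With either dye of the file attached to its own replicate it was equal at 0.303% to 0.689% of the probes. Each scanner file was therefore read as the other technical replicate of its animal, a reading chosen after the values were seen. The median intensity of each spot was corrected for background with limma's normexp method at an offset of 50, normalized by loess within the array and then by quantiles over the 16 channels. Spots of a probe were averaged, and the log2 ratio of endometrium over blood was taken within each animal as the mean of its 2 arrays. The median intensity of all spots lay between 48 and 155.5 in the blood channels and between 52.5 and 402.75 in the endometrial channels, over local backgrounds with medians of 13 to 49.5. Between 65.2% and 82.9% of the spots of a channel were well above background. No spot was saturated, and the number of animals, 4 with 2 arrays each, limits the precision of every value. A 2-sided exact permutation test that exchanges the tissues within the 4 animals cannot give a p under 0.125, so the spread was pooled over probes with limma.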

The transcriptomes of blood and endometrial CD14^+^ cells were compared using a bovine whole genome array that covers ∼19,500 bovine genes. As shown from results of hierarchical cluster analysis (Figure 2A), the pattern of gene expression was largely similar for CD14^+^ cells from both sources, suggesting that cells from both tissues are from the monocyte/macrophage lineage. 

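Similarity was measured as Pearson's r across 16652 probes between the log2 normalized intensities of channels on different arrays, and so across probes, which are not independent replicates. The technical replicates of the same cells had a mean r of 0.998. Endometrial and blood CD14+ cells of the same animal had a mean r of 0.880 ± 0.0684 (SD, n = 4 animals), with 0.883 in animal 1, 0.901 in animal 2, 0.787 in animal 3 and 0.950 in animal 4. Blood cells of different animals had a mean r of 0.890, and endometrial cells of different animals one of 0.826. For cells that differed in both tissue and animal it was 0.821. The mean r of the tissues within animals and that of blood cells between animals differed by less than the SD of the 4 animals. Animal 1 lowered the mean of blood cells. Pairs of blood channels with animal 1 had r between 0.808 and 0.840, and those among animals 2, 3 and 4 between 0.941 and 0.969. In average-linkage clustering on 1 - r, the endometrial cells of animal 3 separated first from the other 7 samples, and with fewer than 6 groups at least 1 group held cells of both tissues. The alternative that moved the similarity of the tissues most was the use of all probes without a filter on dim ones, which gave a mean r of 0.906 within animals. From the similarity of the 2 cell preparations, the paper proposes that the cells of both tissues belong to the monocyte/macrophage lineage.

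**Figure D1:**
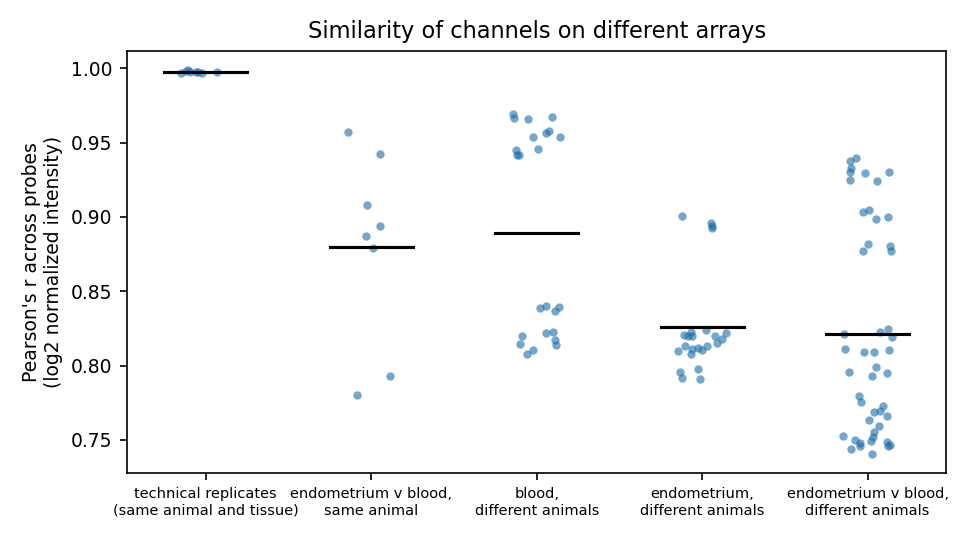
Pearson's r across probes between channels on different arrays, 1 point per pair of channels and a line at the mean of each kind of pair. Technical replicates lie between 0.997 and 0.999, while pairs of an animal's endometrium and blood spread from 0.780 to 0.957.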

There were 13,422 genes expressed in both cell types, 450 genes exclusively expressed by endometrial CD14^+^ cells and 1,386 genes expressed exclusively by blood CD14^+^ cells. 

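A minimum intensity of 16, as in the methods, was applied to the geometric mean over the animals of the scanner's processed signal. By this measure 16732 of 21475 probes were expressed in both cell types, which is 93.1% of all probes expressed in either. Another 820 probes passed in endometrial CD14+ cells only and 423 in blood CD14+ cells only. The mean signal over both tissues had a median of 16.5 among the probes expressed in endometrium only and 16.8 among those expressed in blood only, next to the minimum, and of 662 among those expressed in both. The largest change came from counting a probe as expressed where it was well above background in at least 4 of the 8 channels of a tissue, which gave 15135 probes in both, 967 in endometrium only and 552 in blood only. Counted by unique gene name, of which the files hold 20602, the numbers were 16098, 776 and 404. No test was applied to these counts.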

(Figure 2B).

**Figure 2:**
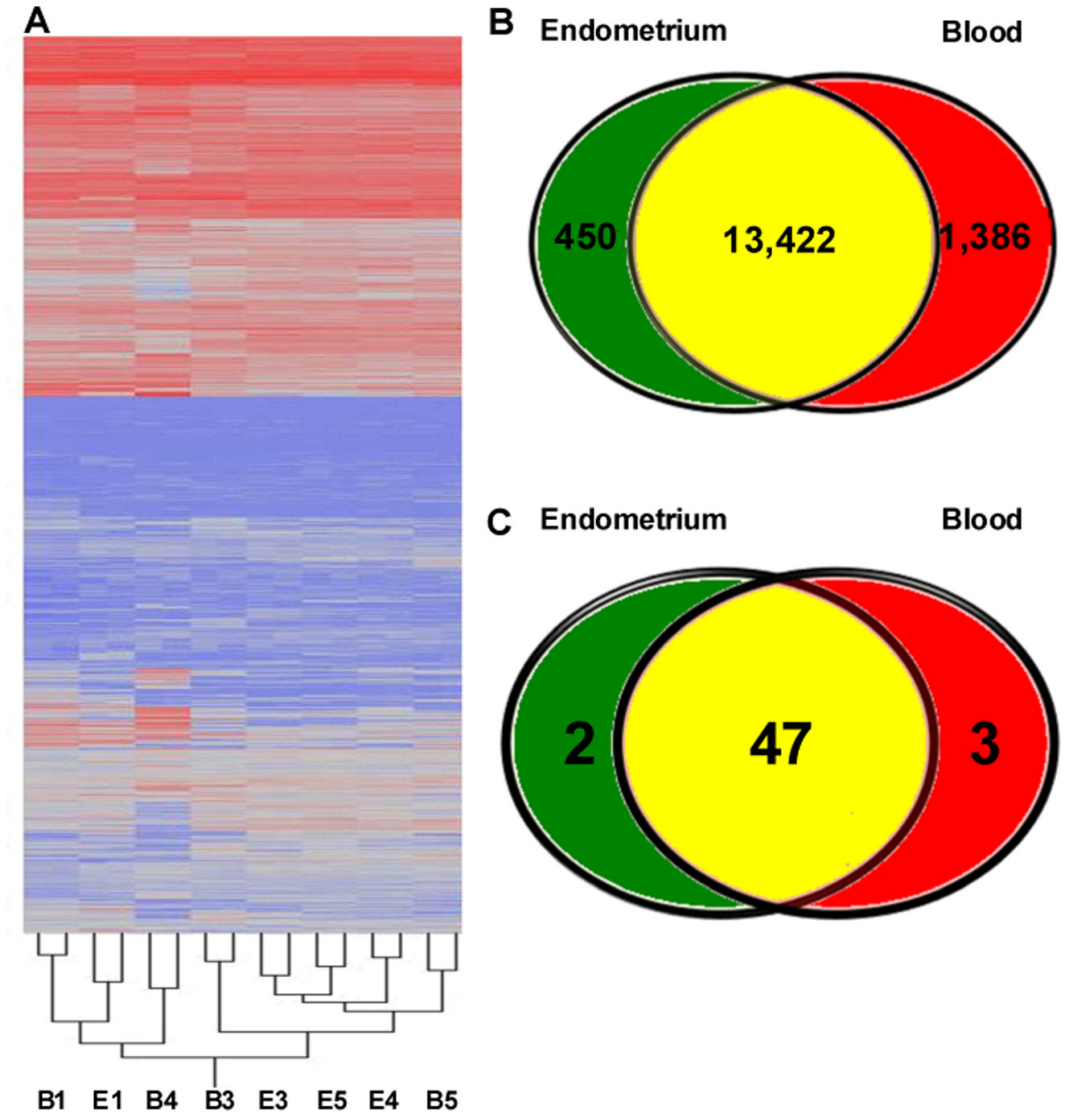
Graphical representation of differentially regulated genes in endometrial and blood CD14+ cells. (A) Hierarchical cluster representing the global gene expression of endometrial and blood CD14^+^ cells. Each sample is identified by tissue source [endometrium (E) and blood (B)], dye (Cy3 vs Cy5), replicate (A vs M), and cow number (1 to 5). (B) Venn diagram characterizing expressed genes in endometrium and blood. Circles represent the genes expressed in both cell types (brown; 13,422 genes), genes exclusively expressed by endometrial CD14^+^ cells (green; 450 genes) and genes expressed exclusively by blood CD14^+^ cells (red; 1386 genes). (C) Venn diagram characterizing the expression of immune genes reported by Jensen et al. [22] to be expressed by the bovine macrophages. Circles represent the genes expressed in both cell types (brown; 47 genes), genes exclusively expressed by endometrial CD14^+^ cells (green; 2 gene) and genes expressed exclusively by blood CD14^+^ cells (red; 3 genes). An additional 4 genes reported by Jensen et al. [22] were not identified in either cell population.

### Identification of Differentially Expressed Genes

Criteria for identifying differentially expressed genes was a level of significance of P≤0.05, a fold change >2, and a maximum false discovery rate of 0.01. 

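The log2 ratio of endometrium over blood was tested against 0 with limma over 16654 probes, those well above background in at least 4 of the 8 channels of at least 1 tissue. At an adjusted p of at most 0.05 by Benjamini and Hochberg and a fold change over 2, 11 probes were differentially expressed. All 11 were higher in endometrium, in 4 of 4 animals, and 0 were higher in blood. At an unadjusted p of at most 0.05 and the same fold change, 1728 probes passed with limma, 878 higher in endometrium and 850 higher in blood. The methods' analysis of variance, applied to the same values, gave 387 and 300 probes at an unadjusted p of at most 0.05 and 0 after adjustment. The log2 ratios of the 11 probes lay between 3.17 and 5.95, and their adjusted p between 0.0242 and 0.0451. With the scanner's processed signal, 224 probes were differentially expressed, 204 of them higher in endometrium. Of the alternatives with an adjusted p, a fit to the 8 arrays with a dye term and animal as a random block moved the number most, to 792 probes, 455 of them higher in endometrium, and these included the 11. In simulated ratios with the spread of the 4 animals and 200 changed probes among 16654, 40.7% of the probes called by that fit had not been changed, against 3.03% for the limma test of the ratios per animal, which recovered 64.0% of the probes changed by 4 fold or more. With any of the 4 animals left out, limma called 0 probes, the lowest adjusted p lay between 0.0959 and 0.195, and between 916 and 2258 probes passed at the unadjusted p. The SD of the log2 ratios over probes was 1.10, 1.00, 1.49 and 0.712 in animals 1 to 4. Across probes, the ratios of pairs of animals were correlated with r between 0.188 and 0.449.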

A total of 1,364 unique genes were differentially expressed, with 680 genes upregulated in endometrial CD14^+^ cells as compared to blood CD14^+^ cells and with 674 genes downregulated in endometrial CD14^+^ cells as compared to blood CD14^+^ cells (i.e, upregulated in blood). Of these differentially expressed genes, 598 of the 680 upregulated genes in the endometrium and 529 of the 674 upregulated in the blood could be annotated. 

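Of the 21475 probes in the files, 3519 were named through their accession, 9987 through a gene identifier and 395 through a gene name in a reference gene table of assembly ARS-UCD2.0. The other 7574 kept the name that the array's design gives them. Of the 11 differentially expressed probes, the placental genes PRP1, PAG7, PRP6, CSH1 and PAG4, together with GATM and gzmA, are named in the paper's text. The remaining 4 were TFPI, S100G, LOC613791, which the files describe as similar to prochymosin, and AU278548, for which the files give a sequence identifier in place of a gene name. TFPI had a log2 ratio of 3.36 (SE 0.25, adjusted p = 0.0387), and a second probe of PAG7 had a log2 ratio of 2.38 (SE 0.68) but an adjusted p of 0.262.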

A list of the differentially-expressed genes, including least-squares means for endometrium and blood, fold-change values and P values is presented in File S1.

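The paper's list holds 1353 entries, 680 higher in endometrium and 673 higher in blood. Their paired least-squares means identified a single probe each in the authors' log2 values, within 1e-04, for 1349 entries, and 1331 of these probes were tested here. All 1331 had a log2 ratio of the listed sign, on the same arrays from which the list was drawn, so that this is not independent evidence. A fold change over 2 was found for 906 of them, an unadjusted limma p of at most 0.05 for 1103, and an adjusted p of at most 0.05 for 11. The median fold change of the tested entries was 2.39, and the paper's own fold changes in the list have a median of 3.96. Of 34 fold changes stated in the paper that differed from those here, 26 no longer differed at an offset of 0. With the scanner's processed signal 33 no longer differed. For most of those genes, the smaller fold changes here therefore depended on the offset in the background correction. That comparison covers those genes and not the list as a whole. In the authors' own log2 values, the methods' analysis of variance at an unadjusted p of at most 0.05 and a fold change of 2 returned 1236 of the entries, and its lowest adjusted p was 0.260, so that 0 remained after adjustment. Applied to the values normalized here, the lowest adjusted p of that analysis was 0.106. For 73 entries the probe was not well above background in any channel of 1 or both tissues.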

The gene with the greatest fold-increase (120.2 fold) in the endometrium was granzyme A (*gzma;* NM_001001142), a serine proteinase enzyme produced by cytotoxic T cells and natural killer cells, which induces apoptosis of target cells. 

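The granzyme A probe gzmA (NM_001001142) had a log2 ratio of 5.95 (SE 0.47, adjusted p = 0.0451 with limma), a fold change of 62.0. It was higher in endometrium in 4 of 4 animals, with log2 ratios between 4.73 and 7.45, and was well above background in all 8 channels of each tissue. It had the 2nd largest log2 ratio of the 16654 probes tested, after uterine serpin, and the largest when the scanner's processed signal was used. With that signal its fold change was 120.2, the alternative that moved it most together with the authors' log2 values. Over the 16 alternatives its log2 ratio stayed between 5.46 and 6.91 and its adjusted p between 7.7e-04 and 0.556, and it was differentially expressed in 7 of them. The processed signal and the authors' log2 values are both among the 7, and they hold the same signal by rank.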

Transcripts for a second granzyme A gene, (*GZMA*, NM_001099095) was increased in endometrium by 5.8 fold in endometrial CD14^+^ cells while another granzyme gene, *GZMB*, was upregulated 22.5 fold. 

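The second granzyme A gene, GZMA, had a log2 ratio of 2.48 (SE 0.41, adjusted p = 0.234), with values of 1.16 to 3.44 in the 4 animals. For GZMB the brighter of 2 probes had a log2 ratio of 3.23 (SE 0.86, adjusted p = 0.262), and the other probe, whose values are those in File S1, one of 4.33. The GZMB ratios of the animals spread widely, from 0.39 in animal 4 to 5.91 in animal 1. Both genes were higher in endometrium in 4 of 4 animals, and neither passed the adjustment.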

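Of further genes expressed in immune cells, STC1, HSPA6 and MSR1 were higher in endometrium in 4 of 4 animals. STC1 (NM_176669) was well above background in 8 of 8 endometrial channels and in 0 of 8 blood channels, so that only a bound can be given, at least 8.63-fold higher in endometrium. Here and for other probes at the background, the bound sets the mean level of the brighter tissue against the lowest signal well above background on each array, or the probe's own signal where that is higher, after loess and Aquantile normalization per channel, and it is open to dye bias in the animal whose dyes were not swapped. HSPA6 had a log2 ratio of 3.76 (SE 0.55, adjusted p = 0.176). MSR1 had one of 3.01 (SE 0.31, adjusted p = 0.0815) for the brighter of 2 probes and one of 1.58 for the probe whose values are in File S1. With the scanner's processed signal all 3 genes were differentially expressed. Over all probes, that signal shifted the median log2 ratio to -0.139, from -0.023 with the values normalized here.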

There were other genes characteristically expressed in immune cells that were among the top 100 overexpressed genes such as stanniocalcin-1 (*STC1*; 110.4 fold), heat shock protein70 B (*HSPA6*; 55.6-fold) and macrophage scavenger receptor A (*MSR1;* 7.2 fold).

Several growth factor and cytokine genes were upregulated in endometrium (File S1). These include connective tissue growth factor (*CTGF;*39.3 fold), insulin-like growth factor binding protein-6 (*IGFBP6;* 18.0 fold), endothelial cell-specific molecule 1 (ESM; 46.9 fold), chemokine (C-X-C motif) ligand 14 (*CXCL14;* 36.7 fold), and chemokine (C-C motif) ligand 22 (*CCL22*; 29.0 fold). Additionally, there were molecules involved in complement system regulation [V-set and immunglobulin domain-containing 4 (*VSIG4;* 20.4 fold), clusterin (*CLU*; 27.1 fold), and complement component (*C1QA*; 19.1 fold)], genes related to cell adhesion [nectin-3 (*PVRL3*; 19.5 fold), claudin-1 (*CLDN1*; 28.1 fold), and claudin-8 (*CLDN8*; 44.6 fold)], and genes involved in responses to hypoxia [aryl-hydrocarbon receptor nuclear translocator 2 (*ARNT2*; 22.4 fold), angiogenin (*ANG*; 38.1 fold) and L-arginine:glycine amidinotransferase (*GATM;* 30.8 fold)].

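Connective tissue growth factor, CTGF, had a log2 ratio of 4.43 (SE 1.22, adjusted p = 0.262). It lay between 5.37 and 6.56 in animals 1, 3 and 4 and at -0.38 in animal 2, so that it was higher in endometrium in 3 of 4 animals, and without animal 2 the log2 ratio was 6.04. IGFBP6, ESM1, CXCL14 and CCL22 were higher in endometrium in 4 of 4 animals, with log2 ratios of 3.91, 2.97, 3.26 and 2.22. Their adjusted p lay between 0.208 and 0.275. CCL22 was well above background in only 2 of the 8 blood channels. With the scanner's processed signal, ESM1, CXCL14 and CCL22 were differentially expressed and CTGF and IGFBP6 were not.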

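Among the genes of complement regulation, VSIG4, CLU and C1QA had log2 ratios of 1.68, 4.35 and 3.81 and adjusted p between 0.134 and 0.267. VSIG4 was well above background in 2 of 8 blood channels. Of the adhesion genes, CLDN1 and CLDN8 had log2 ratios of 3.31 and 2.21, CLDN8 with 1 of 8 blood channels well above background, and PVRL3, at the background in all blood channels, was at least 1.71-fold higher in endometrium. All 6 genes were higher in endometrium in 4 of 4 animals. Of the genes tied to hypoxia, GATM had a log2 ratio of 3.83 (SE 0.26, adjusted p = 0.0309) and ANG one of 4.24 (SE 0.74, adjusted p = 0.242), both in 4 of 4 animals. ARNT2 had a log2 ratio of 0.08 (SE 0.21, adjusted p = 0.887) and was higher in endometrium in 2 of 4 animals. A probe with another name in the files, whose values File S1 lists for ARNT2, had one of 1.54.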

Several genes characteristically produced by the placenta were upregulated in endometrial CD14^+^ cells (File S1). These genes include several members of the pregnancy-associated glycoprotein family (in order of fold change, *PAG3*, *PAG6*, *PAG15*, *PAG21*, *PAG5*, *PAG1B*, *PAG4*, *PAG10*, *PAG7*, *PAG17*, *PAG11*, *PAG9*, *PAG18*; 72.2 to 3.6 fold increase), placental lactogen (*CSH1*; 43.8 fold), and a group of genes encoding prolactin-related proteins (*PRP3*, *PRP6*, *PRP15*, *PRP1*, *PRP8*; 54.3 to 30.7 fold increase). 

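All 13 genes of the pregnancy-associated glycoprotein family were higher in endometrium in 4 of 4 animals. Their log2 ratios had a median of 1.65, or of 1.62 with the genes at background set to their bounds. PAG7 had a log2 ratio of 3.84 (SE 0.20, adjusted p = 0.0242) and PAG4 one of 3.17 (SE 0.20, adjusted p = 0.0273), and these 2 were differentially expressed. PAG10 had a log2 ratio of 4.64 (SE 0.43), with an adjusted p of 0.0703. For 7 members the blood signal was not well above background in any channel. Of these, PAG17 was at least 6.97-fold higher in endometrium, PAG5 at least 3.41-fold, PAG15 at least 3.06-fold, PAG3 at least 3.00-fold, PAG6 at least 2.99-fold, PAG21 at least 2.55-fold and PAG9 at least 1.19-fold. The probe of PAG17 that File S1 lists had a log2 ratio of 0.51. Placental lactogen, CSH1, had a log2 ratio of 3.93 (SE 0.24, adjusted p = 0.0263). The prolactin-related proteins PRP6 and PRP1 reached 4.36 (SE 0.24) and 4.22 (SE 0.21), each with an adjusted p of 0.0242. PRP8 had a log2 ratio of 2.63 (adjusted p = 0.119), and PRP3 was at least 3.19-fold higher in endometrium. No probe was found under the name PRP15. The SD over the 4 log2 ratios was 0.14 for PAG7, 0.13 for PAG4, 0.24 for PRP1 and 1.04 for PAG10.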

Uterine milk protein precursor, a product of uterine epithelium also called uterine serpin (*SERPINA14*), was also highly expressed in endometrial CD14^+^ cells (92.5 fold higher than blood). Thus, it is likely that some cells in the endometrial CD14^+^ cell preparation were of placental and endometrial epithelial origin.

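Uterine serpin, SERPINA14 (NM_174797), had the largest log2 ratio of all probes tested, 6.10 (SE 0.51), a fold change of 68.7. Its adjusted p was 0.0591 with limma, above the threshold, and over the 16 alternatives it ranged from 7.4e-05 to 0.556. The gene was higher in endometrium in 4 of 4 animals, with log2 ratios from 4.79 to 7.52. It was differentially expressed in 7 of the alternatives, among them those with the scanner's processed signal and with the authors' log2 values.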

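Lists of marker genes for trophoblast, endometrial epithelium and stroma, written before the data were examined, were tested as sets on the log2 ratios per animal with limma's camera at a preset correlation of 0.01 and with fry. The trophoblast list had a median log2 ratio of 1.51 over 27 genes, 24 of them higher in endometrium (camera adjusted p = 1.2e-15, fry adjusted p = 0.0086). Of the 27 genes the paper's text, Table 1, Table 2 and Table S3 name 18, chosen on these samples, and 1 is also in another list. The remaining 9 had a median of 0.03 (camera adjusted p = 0.806, fry adjusted p = 0.796). A further test, chosen after the values were seen, also left out the genes of Tables S1 and S2, which for trophoblast gave a median of 0.017 and a mean of -0.029 over 8 genes (camera adjusted p = 0.985). The epithelium list had a median of 1.77 over 24 genes, all 24 higher in endometrium (camera adjusted p = 8.3e-16). Without the 5 genes named in the text and those tables, the median was 1.66 over 19 genes (camera adjusted p = 6.2e-11). KRT18, CLDN3 and CGN among the 19 stand in Table S2, and without them the median was 1.63 over 16 genes (camera adjusted p = 4.7e-08, fry adjusted p = 0.187), of which File S1 lists 7. The keratins KRT18 and KRT8 had log2 ratios of 3.21 and 2.65. For the stroma list the median was 1.71 over 22 genes, 21 of them higher in endometrium (camera adjusted p = 2.4e-08), and it was 1.66 over the 19 genes not named in the text and those tables. Without 3 more genes that Tables S1 and S2 list, it was 1.65 over 16 genes (camera adjusted p = 2.9e-05, fry adjusted p = 0.299). In the 4 animals the stroma medians were 4.62 in animal 1, near 0 in animal 2, 1.84 in animal 3 and 0.89 in animal 4, and without animal 1 the median was 0.98. Of these 3 lists, only the trophoblast list also passed under fry after adjustment, with 0.0592 for epithelium and 0.190 for stroma. The fry adjusted p of trophoblast was 0.0638 without animal 1, and that of epithelium was 0.0294 without animal 3. Adjusted over the list alone, 15 genes of the trophoblast list, 12 of the epithelium list and 0 of the stroma list were differentially expressed, against 5, 0 and 0 over all probes tested.

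**Figure D2:**
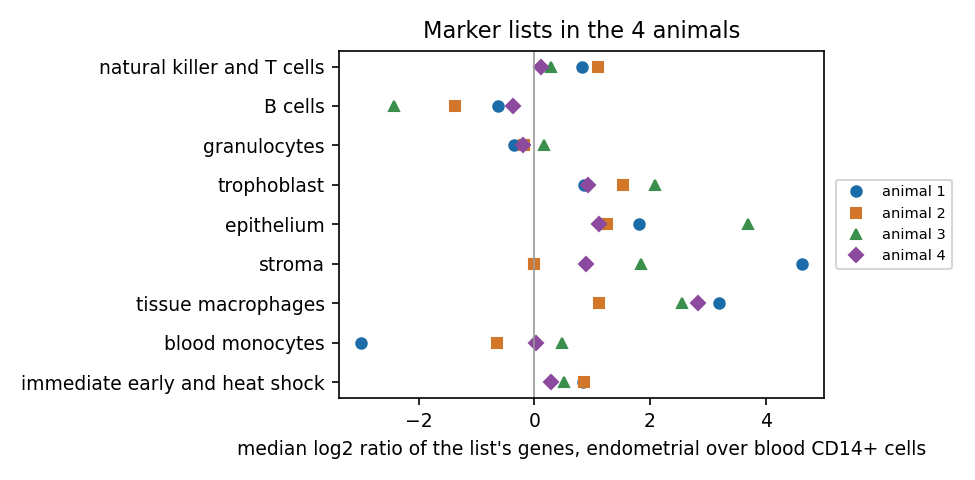
Median log2 ratio of endometrium over blood for the genes of each of 9 marker lists, 1 symbol per animal. The epithelium list lies between 1.11 and 3.69 in the 4 animals and the stroma list spreads up to 4.62 in animal 1.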

Calcitonin-related polypeptide β, transcript variant 2 (*CALCB*) was the gene most upregulated in blood CD14^+^ cells (23.8 fold higher in blood) (File S1). This gene encodes for a hormone involved in vascular homeostasis. 

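CALCB (NM_001001149) had a log2 ratio of -2.94 (SE 0.48, adjusted p = 0.232) and was higher in blood in 4 of 4 animals, with values from -4.28 to -1.70. It had the 4th lowest log2 ratio of the probes tested, and the 2nd lowest with the scanner's processed signal, with which it was differentially expressed. It was well above background in 6 of 8 endometrial channels. Over the 16 alternatives its log2 ratio ranged from -4.57 to -2.50 and its adjusted p from 0.0118 to 0.556.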

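Of 4 inflammatory genes examined next, PTX3 had the lowest log2 ratio of all probes tested, -3.65 (SE 0.94, adjusted p = 0.262). It was higher in blood in 4 of 4 animals but ranged from -6.14 in animal 1 to -0.51 in animal 4. The receptors CCR3, IL8RB and IL18R1 had log2 ratios of -0.85, -1.08 and -0.86, each of the same sign in 4 of 4 animals, with adjusted p between 0.273 and 0.294. CCR3 and IL8RB were well above background in 2 of 8 endometrial channels each. With the scanner's processed signal, these 2 receptors were differentially expressed and PTX3 and IL18R1 were not.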

Other clusters of genes upregulated in blood are involved in inflammatory and immune response process such as pentraxin-related gene (*PTX3;* 17.9 fold), cytokine-cytokine interaction, chemokine (C-C motif) receptor 3 (*CCR3;* 19.8 fold), interleukin 8 receptor beta (*IL8RB;* 14.5 fold) and interleukin 18 receptor 1 (*IL18R1;* 6.2 fold). Moreover, transcripts for B-lymphocyte antigen CD20 (*MS4A1*; 16.8 fold) and B-cell receptor CD22 precursor (*CD22*; 5.9 fold) were upregulated in the blood. 

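MS4A1 had a log2 ratio of -1.83 (SE 0.60, adjusted p = 0.278), and a second probe that File S1 lists for MS4A1, with another name in the files, had one of -3.28. CD22 had one of -2.14 (SE 0.55, adjusted p = 0.262). Both were higher in blood in 4 of 4 animals, most so in animal 3 at -3.98 and -4.02. MS4A1 was well above background in 4 of 8 endometrial channels. A list of 19 B cell marker genes had a median log2 ratio of -1.55 (camera adjusted p = 2.7e-06, fry adjusted p = 0.123), with 17 genes higher in blood. Its medians were -0.63, -1.38, -2.43 and -0.38 in animals 1 to 4, and without animal 3 the median was -0.85. Adjusted over the list alone, 5 of its genes were differentially expressed, against 0 over all probes with limma. Without the 2 genes named in the text and Tables 1, 2 and S3, the median was -0.99 over 17 genes (camera adjusted p = 3.0e-05, fry adjusted p = 0.155). CD79A, at -1.60, stands in Table S2, and without it the median was -0.94 over 16 genes (camera adjusted p = 7.4e-05, fry adjusted p = 0.187), of which File S1 lists 4.

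**Figure D3:**
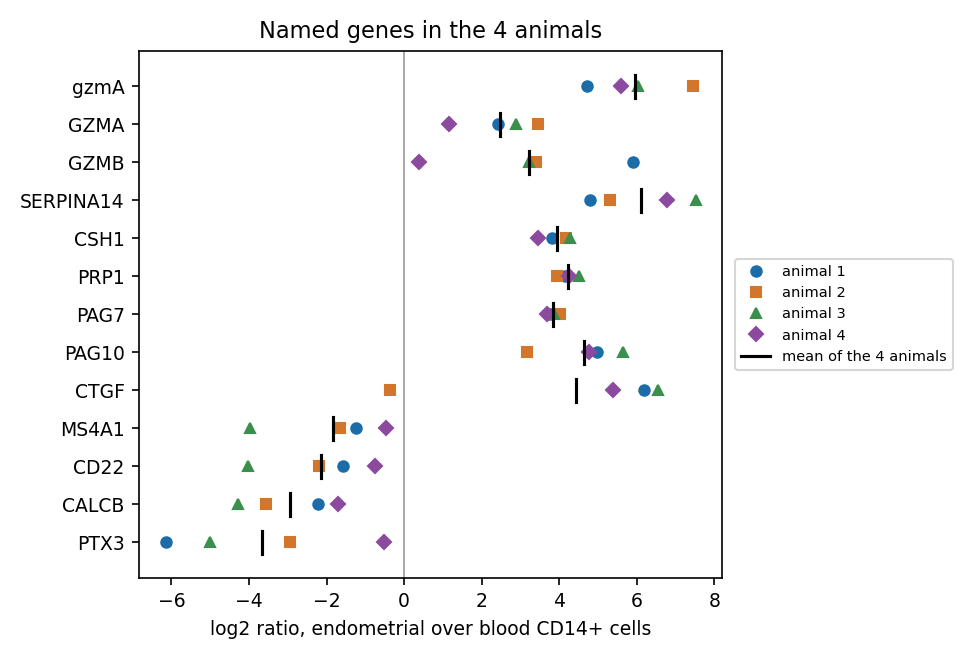
Log2 ratio of endometrium over blood for 13 genes the paper names, 1 symbol per animal and a line at the mean of the 4 animals. The placental genes PAG7 and PRP1 differ little between animals, whereas CTGF in animal 2 lies at -0.38, apart from the other 3.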

There was also upregulation of genes involved in signal transduction including, among others, mitogen-activated protein kinase kinase kinase kinase (*MAP4K2*; 5.9 fold) and microtubule-associated protein-1S (*MAP1S*; 6.3 fold).

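MAP4K2 had a log2 ratio of -2.003 (SE 0.27, adjusted p = 0.158) and was higher in blood in 4 of 4 animals, with values from -2.56 to -1.46. MAP1S was well above background in 8 of 8 blood channels and in 0 of 8 endometrial channels, and was at least 1.21-fold higher in blood.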

To address the question of whether CD14^+^ endometrial cells express genes that are characteristic of bovine macrophages, we compared the transcriptome of endometrial and blood CD14^+^ cells to the list of genes identified by Jensen et al. [22] as being expressed by bovine macrophages (Figure 2C). Of the 56 immune genes reported in that paper to be expressed in bovine macrophages, 52 were expressed by endometrial and blood CD14^+^ cells. Of these 52 genes, 5 were differentially expressed. 

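Of the genes of that list, CD63 had a log2 ratio of 2.99 (SE 0.56, adjusted p = 0.247) and CCL8 one of 2.15 (SE 0.45, adjusted p = 0.262), both higher in endometrium in 4 of 4 animals. CD80 and FAS, the gene also called TNFRSF6, had log2 ratios of -1.11 and -1.77 and were higher in blood in 4 of 4 animals, each with an adjusted p of 0.262. None of these 4 genes passed the adjustment over all probes tested with limma, and all 4 had an unadjusted p of at most 0.05. Adjusted over the list alone, these 4 passed, which is not independent evidence because the study chose these genes on the same samples.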

Two genes were upregulated in endometrium [CD63 antigen (*CD63*) and *CCL8*] and three were upregulated in blood [*CD80*; *STAT1*; apoptosis (APO1) antigen 1 (FAS), member 6 (*TNFRSF6*)].

### Gene Ontology Analysis of Differentially Expressed Genes

The FatiGo web tool was used to perform a functional enrichment analysis to determine ontologies in which differentially regulated genes were more frequent in either endometrium or blood (Table S1). A total of 10 ontology classes were significant. In 4 cases, there was over-representation of differentially-expressed genes in endometrium (peptidase activity, endopeptidase activity, proteolysis, and extracellular region part) while in 6 cases there was over-representation of differentially-expressed genes in blood (zinc ion binding, phosphotransferase activity - alcohol group as acceptor, biopolymer metabolic process, signal transduction, nucleus, and cell communication).

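The genes that Table S1 lists under its ontology classes were looked up among the probes tested. For peptidase activity, 17 of the 18 genes listed were found and all 17 were higher in endometrium, with a median log2 ratio of 1.65. All 20 genes of endopeptidase activity and the 23 found for proteolysis were higher in endometrium, and so were the 10 genes of the extracellular region part, with a median of 2.96. Among genes listed as higher in blood, 13 of zinc ion binding, 9 of phosphotransferase activity, 30 of biopolymer metabolic process and 27 of the nucleus were tested, and all had ratios below 0. The medians of these classes lay between -1.15 and -0.999. Of the 23 genes of signal transduction and the 24 of cell communication tested as higher in blood, CNIH4 and RAB3A had a ratio of the other sign in each class. Of the genes of proteolysis, gzmA and PAG4 were differentially expressed with limma. The study chose these genes on these same samples, so that the shared signs are not independent evidence. The enrichment itself was not repeated.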

### Differentially Expressed Pathways

Pathway Express software identified 33 pathways that were preferentially represented in the group of differentially expressed genes (Table S2). Among these were 6 pathways from the immune system group. Two pathways (complement and coagulation cascades, hematopoietic cell lineage) contained more upregulated genes in the endometrium than in the blood whereas three (toll-like receptor signaling, Fc epsilon RI signaling, and B cell receptor signaling) contained more upregulated genes in the blood. 

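In the lists of Table S2, all 11 genes of complement and coagulation cascades were higher in endometrium, with a median log2 ratio of 2.87, and 1 of them was differentially expressed. For hematopoietic cell lineage, 5 genes found were higher in endometrium and 3 in blood. For toll-like receptor signaling, 5 genes were higher in endometrium, with a median of 2.01, and 11 in blood, with a median of -1.31. Fc epsilon RI signaling held 3 and 6 such genes, and B cell receptor signaling 3 and 5. Each of these genes had the sign that the table gives for its tissue, which is not independent evidence because the study chose them on these samples.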

The pathway with the greatest impact factor, leukocyte transendothelial migration, was represented by 6 genes upregulated in endometrium and 6 upregulated in blood.

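Of the 6 genes of leukocyte transendothelial migration that Table S2 lists for endometrium, 5 were higher there, and the median of the 6 log2 ratios was 2.45. The exception was PXN, with a ratio near 0. All 6 genes listed for blood were higher in blood, with a median of -0.78. These lists too were chosen on these samples.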

### Differentially Expressed Genes Characteristically Regulated During Macrophage Differentiation

To determine the maturational state of endometrial macrophages as compared to blood monocytes, we evaluated which genes that are regulated during macrophage differentiation are differentially regulated between endometrial and blood CD14^+^ cells. The data set used as reference was developed by Martinez et al. [23]. In that study, human blood monocytes were cultured with CSF1 for 3 d (intermediate differentiation) or 7 d (full differentiation) to drive differentiation of monocytes to macrophages. Subsequently, CSF1 treated cells were cultured with either IFNG and lipopolysaccharide to cause differentiation to the classically-activated or M1 phenotype or IL4 to cause differentiation to the alternatively-activated or M2 phenotype (Figure 3).

**Figure 3:**
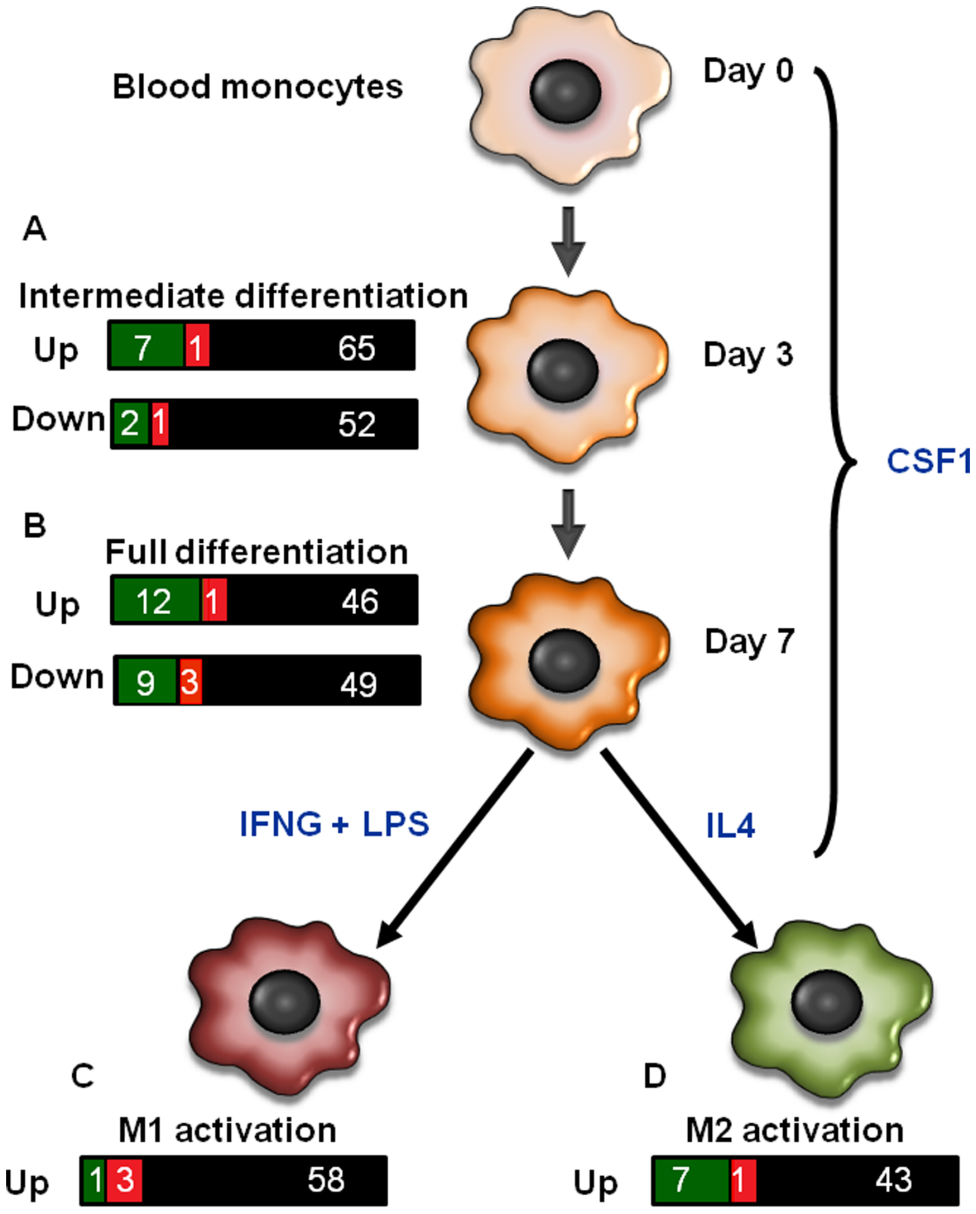
Graphical representation of differentially regulated genes in endometrial and blood CD14^+^ cells that have been reported to be differentially regulated during macrophage differentiation. Martinez et al. (23) identified genes that are differentially expressed in monocytes after 3 (intermediate differentiation; A) or 7 days (full differentiation; B) of culture with CSF1 to cause differentiation into macrophages. Afterwards, macrophages were polarized towards the classical activation (M1) pathway [C, achieved by culture with interferon-γ (IFNG) and lipopolyssacharide (LPS)) or alternative activation (M2) pathway (D, achieved by culture with interleukin 4 (IL4)). For each stage of differentiation, bars represent the number of genes in the Martinez et al. (23) data set that were found in the present data set of endometrial and blood CD14^+^ cells. Genes that are upregulated in endometrium are in green, genes upregulated in blood are in red, and genes that were not significantly upregulated are in black.

The list of differentially-regulated genes in the current data set for which orthologs exist in the data set of Martinez et al. [23] are listed in Table S3 and a schematic representation of numbers of differentially-expressed genes identified by Martinez et al. [23] that were also upregulated in endometrium and blood is in Figure 3. 

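The log2 ratios of the differentiation genes in Table S3 were taken from the same limma fit. Among genes changed after intermediate differentiation, 8 of the 9 the paper gives for endometrium were tested, and all 8 were higher in endometrium in 4 of 4 animals, with a median log2 ratio of 1.38. The paper gives 7 of the 9 as upregulated in that differentiation and 2, BCL2L1 and PALLD, as downregulated. For the 9th, PALLD, the probe under the paper's accession was too dim to be tested, and the probe whose values File S1 lists had a log2 ratio of 1.83 (adjusted p = 0.242). ING3 and OIP5, the 2 genes given for blood, had log2 ratios of -1.59 and -0.94, in 4 of 4 animals. The paper gives ING3 as downregulated and OIP5 as upregulated in that differentiation. Adjusted p ranged from 0.158 to 0.289 over these 10 genes, so that 0 were differentially expressed over all probes with limma. All 10 had an unadjusted p of at most 0.05, and 6 passed when adjusted over the list alone, which is no independent evidence for genes that the study chose on these samples.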

Of 128 genes that were differentially expressed in monocytes after intermediate differentiation [23] 11 were differentially expressed between endometrium and blood (9 overexpressed in endometrium and 2 in blood). Of 120 genes differentially regulated after full differentiation [23], expression of 21 genes were higher in the endometrium and 4 were higher in the blood. 

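After full differentiation, 20 of the 21 genes for endometrium were tested, and all 20 were higher there in 4 of 4 animals. The paper gives 12 of the 21 as upregulated in differentiated macrophages, and these had a median log2 ratio of 2.39. It gives the other 9 as downregulated, and the 8 of these tested had a median of 1.77, against the direction of differentiation. The 20 together are therefore no measure of differentiation. The median log2 ratio of the 20 was 2.19, and the highest was 3.94, for RNASE1. Some members were uneven between animals. PLD3 lay at 0.31 in animal 2 against 1.67 to 1.88 in the others, and IL27RA at 0.10 in animal 4 against 1.49 to 1.60. DSG2 was at background in all blood channels and at least 2.49-fold higher in endometrium. The 4 genes for blood, CRLF2, OLR1, FYN and SFMBT2, had a median log2 ratio of -1.09, in 4 of 4 animals. Of these the paper gives SFMBT2 as upregulated and the other 3 as downregulated in differentiated macrophages. With limma 0 of the 24 were differentially expressed over all probes, 18 and 2 were when adjusted over the list alone, and 18 and 3 had an unadjusted p of at most 0.05. The list was chosen by the study on these samples, so that the adjustment over it is not independent evidence. With the scanner's processed signal 7 of the genes for endometrium were differentially expressed.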

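Of the genes of M1 macrophages in Table S3, CFB had a log2 ratio of 3.12 (SE 0.66, adjusted p = 0.262) and was higher in endometrium in 4 of 4 animals, between 1.34 and 5.36. PTX3, FAS and IDO1 were higher in blood in 4 of 4 animals, the last at -1.36 (SE 0.49, adjusted p = 0.298). None of the 4 passed the adjustment with limma over all probes, and all 4 had an unadjusted p of at most 0.05.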

Of 62 genes upregulated in M1 macrophages [23], 1 gene was upregulated in the endometrium and 3 were upregulated in the blood. Of 51 genes upregulated in M2 macrophages, 7 genes were upregulated in the endometrium and 1 gene was upregulated in the blood.

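Of the 7 genes of M2 macrophages for endometrium, 6 were tested and were higher there in 4 of 4 animals, with a median log2 ratio of 2.64. GATM alone was differentially expressed over all probes, and 4 of the 6 were with the scanner's processed signal. ALDH1A1 had a log2 ratio of 2.47 (SE 0.36, adjusted p = 0.179), PTGS1 one of 2.23, RNASE6 one of 2.64, MRC1 one of 2.64 and SLCO2B1 one of 4.23. The gene given for blood, DPEP2, had a log2 ratio of -0.58 (SE 0.26, adjusted p = 0.369), in 4 of 4 animals. The number of M1 and M2 genes higher in a tissue was not tested against chance, because the full reference lists were not used here.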

### Comparison to Genes Expressed by Human Decidual Macrophages

In the human, decidual macrophages possess a unique pattern of gene expression as compared to monocytes [21]. We asked if the genes that are upregulated or downregulated in human decidual macrophages are also differentially regulated in bovine endometrial macrophages. A total of 90% (107 of 120) of the genes found to be differentially-expressed in human decidual macrophages were present in the current data set. Of the 80 genes identified to be upregulated in decidual macrophages [21], 19 genes were significantly higher in the endometrium and 2 were higher in the blood. 

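All 19 genes that Table 1 gives as upregulated in decidual macrophages and higher in bovine endometrium were higher there in 4 of 4 animals. Their median log2 ratio was 2.47, from 0.88 for TMEM97 to 5.95 for gzmA, and 18 had a fold change over 2. With limma, gzmA was differentially expressed over all probes, while 16 passed when adjusted over the list alone and 11 over all probes with the scanner's processed signal. As the genes of Table 1 were picked for a difference in these samples, the 16 are not independent evidence. The collagens COL3A1 and COL1A2 had log2 ratios of 1.98 (SE 0.86) and 2.26 (SE 0.95), carried by animal 1 at 5.22 and 5.82, with 0.20 and 0.25 in animal 2. The 2 genes higher in blood, STMN1 and LOC510456, had log2 ratios of -1.69 and -0.67, in 4 of 4 animals.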

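The 3 genes that Table 1 gives as upregulated in human blood monocytes, SEPX1, BZRP and DPEP2, were higher in blood in 4 of 4 animals. SEPX1 had a log2 ratio of -1.36 (SE 0.41, adjusted p = 0.270) and BZRP one of -1.11 (SE 0.31, adjusted p = 0.262), and 2 of the 3 genes passed when adjusted over the list alone, again with genes that these samples had selected and so without independent evidence.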

Of the 40 upregulated in blood monocytes [21], 3 genes were significantly higher in the blood and none were higher in the endometrium. The list of these genes is in Table 1.

**Table 1:** Differentially expressed genes in endometrial and blood CD14^+^ cells that are also differentially expressed in human decidual macrophages vs human blood monocytes.^a^

Description	Accession	Intensity		Fold change	P	Tissue^b^
		Endometrium	Blood			
Upregulated genes in decidual macrophages						
Granzyme A (*GZMA*)	NM_001001142	33196	276	120	0.00	Endo
Solute carrier organic anion transporter family, member 2B1 (*SLCO2B1*)	NM_174843	8667	173	50	0.00	Endo
Ribonuclease, RNase A family, 1 (*RNASE1*)	NM_001014386	5671	124	46	0.01	Endo
Secreted phosphoprotein 1 (*SPP1*)	NM_174187	4939	154	32	0.00	Endo
Collagen, type III, alpha 1 (*COL3A1*)	XM_588040	430	15	29	0.02	Endo
Mannose receptor, C type 1 (*MRC1*)	NM_002438	2246	93	24	0.00	Endo
Protein S (alpha) (*PROS1*)	NM_174438	1670	72	23	0.00	Endo
V-set and immunoglobulin domain containing 4 (*VSIG4*)	XM_865690	590	29	20	0.01	Endo
Complement component 1, q subcomponent, alpha polypeptide (*C1QA*)	NM_001014945	15126	793	19	0.00	Endo
Apolipoprotein E (*APOE*)	NM_173991	3576	208	17	0.00	Endo
Leprecan-like 1 (*LEPREL1*)	XM_589206	1776	125	14	0.03	Endo
Complement component 1, q subcomponent, beta polypeptide (*C1QB*)	XM_869694	29681	2122	14	0.00	Endo
Collagen, type I, alpha 2 (*COL1A2*)	NM_174520	892	72	12	0.04	Endo
Chemokine (C-C motif) ligand 8 (*CCL8*)	NM_174007	9546	1735	6	0.03	Endo
Chemokine (C-C motif) ligand 2 (*CCL2*)	NM_174006	18786	3526	5	0.01	Endo
NKG2C protein (*NKG2C*)	NM_001098163	665	139	5	0.03	Endo
Nerve growth factor receptor (TNFRSF16) associated protein 1 (*NGFRAP1*)	NM_014380	6512	1418	5	0.03	Endo
Endothelial PAS domain protein 1 (*EPAS1*)	NM_174725	7981	2114	4	0.05	Endo
Transmembrane protein 97 (*TMEM97*)	NM_001034403	6653	3454	2	0.05	Endo
Stathmin 1/oncoprotein 18 (*STMN1*)	XM_589478	384	2113	6	0.05	Blood
Nicotinamide riboside kinase 1 (*LOC510456*)	XM_587597	166	422	3	0.05	Blood
Upregulated genes in blood monocytes						
Selenoprotein X, 1 (*SEPX1*)	NM_001034810	7361	19546	3	0.03	Blood
Dipeptidase 2 (*DPEP2*)	XM_586714	140	328	2	0.05	Blood
Benzodiazapine receptor (peripheral) (*BZRP*)	NM_175776	2367	5508	2	0.04	Blood

a The list of genes that are differentially regulated in human tissues are obtained from reference 21.

b Tissue with higher expression in the current experiment. Endo signifies that expression was higher for endometrial CD14^+^ cells whereas Blood signifies higher expression in blood CD14^+^ cells.

### Quantitative RT-PCR

To validate the findings of the microarray analysis, qPCR was performed for 11 differentially expressed genes and a housekeeping gene (*RPL19* – bovine ribosomal protein L19). Analyses were performed on two sets of samples of mRNA. The first set was composed of mRNA from two pairs of endometrial and blood CD14^+^ cells that were used in the microarray because there was not mRNA enough to perform the qPCR analysis in all four pairs. The second set was composed of mRNA from an additional three pairs of endometrial and blood CD14^+^ cells that were not used for the microarray analysis.

In the first analysis (Table 2), with samples used in the microarray, 7 of 11 genes were significantly affected by tissue type [*PAG10; GZMA; HMOX1; MRC1; RNASE6; TSGA14; FCGR3A*]. In each case, expression was higher in endometrium, in agreement with results of the microarray analysis. In addition, an additional gene, SLCO2B1, tended to be higher in the endometrium (7.2-fold; P = 0.09). This gene was also more highly expressed in endometrium in the microarray analysis. 

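On the arrays, HMOX1 had a log2 ratio of 2.90 (SE 0.60, adjusted p = 0.262) and TSGA14 one of 0.87 (SE 0.29, adjusted p = 0.281), each higher in endometrium in 4 of 4 animals. FCGR3A had a log2 ratio of 1.35 (SE 0.45, adjusted p = 0.280) and was higher in endometrium in 3 of 4 animals. The qPCR values were not used here.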

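The array log2 ratio of SLCO2B1 had an SE of 0.57 and an adjusted p of 0.158, with values between 2.76 and 6.20 in the 4 animals.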

Amounts of mRNA as determined by qPCR were not affected by tissue type for two other genes (*PTX3* and *MCP1*). In both cases, the fold-change was numerically higher for endometrium whereas, in the microarray analysis, expression was higher in blood.

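For MCP1, the gene CCL2, the array log2 ratio was 2.30 (SE 0.40, adjusted p = 0.242), higher in endometrium in 4 of 4 animals, with values from 1.13 to 3.21.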

**Table 2:** qPCR validation of 11 genes that were differentially regulated in the microarray analysis.

		RNA samples submitted to microarray and qPCR analysis							RNA samples submitted only to qPCR analysis						
		ΔCt^a^							ΔCt^a^						
Gene	Accession	Endometrium	Blood	Ste	ΔΔCt^b^	Foldchange	P	MC^c^	Endometrium	Blood	Ste	ΔΔCt^b^	Foldchange	P	MC^c^
*PAG10*	NM_176621	8.2	18.7	0.1	−10.4	1389	0.0003	Confirmed	7.5	19.1	1.2	−11.5	2964.0	0.002	Confirmed
*GZMA*	NM_001001142	6.8	16.5	0.9	−9.8	867	0.0112	Confirmed	7.7	16.1	1.5	−8.3	322.5	0.016	Confirmed
*HMOX1*	NM_001014912	12.4	16.8	0.1	−4.4	22	0.0002	Confirmed	11.9	16.0	1.3	−4.1	17.5	0.000	Confirmed
*MRC1*	XM_001252128	15.7	18.4	0.5	−2.7	6.7	0.0009	Confirmed	15.7	18.6	0.6	−3.0	7.8	0.065	Same direction
*TSGA14*	XM_583431	13.0	14.5	0.1	−1.5	2.9	0.0064	Confirmed	13.1	14.2	1.1	−1.1	2.1	0.523	Confirmed
*CD16a*	NM_001077402	10.1	11.0	0.2	−0.9	1.9	0.0115	Confirmed	11.4	11.1	1.4	0.3	1.2	0.889	Opposite direction
*CD163*	XM_613380	12.4	13.1	0.2	−0.7	1.6	0.0115	Confirmed	12.1	12.0	1.4	0.2	1.1	0.938	Opposite direction
*PTX3*	XM_614752	16.4	16.9	0.2	−0.5	1.4	0.0156	Opposite direction	17.4	16.4	0.6	1.0	2.0	0.351	Same direction
*MCP1*	NM_174006	15.2	15.3	0.1	0.0	1.0	0.0002	Opposite direction	15.4	14.5	2.3	0.8	1.8	0.814	Same direction
*RNASE6*	NM_174594	14.5	16.1	0.5	−1.6	3.0	0.1567	Same direction	11.1	14.2	1.0	−3.2	9.0	0.079	Same direction
*SLCO2B1*	NM_174843	15.8	18.7	0.1	−2.8	7.2	0.0887	Same direction	14.1	19.1	3.4	−5.0	31.3	0.365	Same direction

a ΔCt was calculated by the subtraction of the Ct value for the target gene from the Ct value for the housekeeping gene.

b ΔΔCt was calculated by the subtraction of the ΔCt value for the endometrium from the ΔCt value for the blood.

c MC  =  Microarray confirmation.

For the group of independent samples (Table 2), 4 genes were significantly upregulated in endometrium compared with the blood (*PAG10; GZMA*, *TSGA14 and HMOX1*) and all of these genes were higher in the endometrium in the microarray analysis. An additional 5 genes show differences in the same direction as for the microarray although differences were not significant (*MCP1*, *RNASE6*, *SLCO2B1*, *PTX3 and MCP1*). Two genes were not significantly affected by tissue and differences were in the opposite direction as for the microarray analysis (*CD163*, *CD16*).

## Discussion

That accumulation of macrophages in the endometrium is widespread phylogenetically and of large magnitude [1]–[8] is evidence that these immune cells play an important role in supporting the growth and survival of the conceptus. Using global transcriptomal analysis, macrophages in the interplacentomal endometrium of the cow exhibit patterns of gene expression that suggest important roles in immune regulation, tissue remodeling, angiogenesis, and apoptosis. Moreover, these functional properties are likely to be a general feature of endometrial macrophages and not a specific role of these cells in the cow because the pattern of genes that are differentially regulated in endometrial macrophages of the cow is similar to genes that are differentially regulated in decidual macrophages in the human [21].

To assess gene expression, cells expressing CD14 were purified from endometrium and blood. 

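On the arrays, CD14 itself had a log2 ratio of -0.33 (SE 0.48, adjusted p = 0.782). It lay between 0.11 and 0.51 in animals 2, 3 and 4 and at -2.08 in animal 1, and without animal 1 the log2 ratio was 0.25. CD68 had a log2 ratio of 1.38 (SE 0.44, adjusted p = 0.276) and was higher in endometrium in 3 of 4 animals. A list of 19 tissue macrophage genes had a median log2 ratio of 2.36, with all 19 higher in endometrium (camera adjusted p = 1.9e-15, fry adjusted p = 0.0234), and 9 of them that are not named in the text or in Tables 1, 2 and S3 had a median of 2.13 (fry adjusted p = 0.0273). C1QC and CSF1R among the 9 stand in Table S2, and without them the median was 1.14 over 7 genes (camera adjusted p = 6.5e-04), which no longer passed under fry after adjustment (adjusted p = 0.0922). The medians of the list were 3.198, 1.11, 2.55 and 2.83 in animals 1 to 4, and its fry adjusted p was 0.0976, 0.0865 and 0.120 without animals 1, 3 and 4. Of the list, 14 genes passed when adjusted over the list alone and 0 over all probes. A list of 13 blood monocyte genes had a median of -0.68 (camera adjusted p = 0.275, fry adjusted p = 0.604), with -2.99 in animal 1 and 0.48 in animal 3. Of these 13 genes, 1 is named in the paper's text and 2 are in another list, and without animal 1 the median was 0.13.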

CD14 is a co-receptor for bacterial lipopolysaccharide and is expressed on monocytes, macrophages and neutrophils [24], [25]. Previously [7], [8], CD14^+^ cells in endometrium of pregnant cows were identified as macrophages because they also express CD68, a lysosomal-associated protein that is expressed on monocytes, macrophages and dendritic cells [26]. In the present study, endometrial CD14^+^ cells had a pattern of gene expression that was largely similar to that of blood CD14^+^ cells (Figure 1A). Moreover, given the similarity in gene expression between endometrial and blood CD14^+^ cells, it is likely that the massive infiltration of CD14^+^ cells in the pregnant endometrium is a result of the recruitment from blood monocytes. Interestingly, the proportion of peripheral blood mononuclear cells that are monocytes decreases in late pregnancy in the cow [7], possibly as a result of recruitment to the endometrium.

The pattern of differential gene expression is indicative of changes in cell migratory function as monocytes move from blood to endometrial stroma. Blood monocytes appear to have a high capacity for responsiveness to external signals that ensures activation of migration into tissues upon chemotactic signals from tissues. There was a preponderance of upregulated genes in blood for several differentially-regulated pathways involved in cell signaling including toll-like receptor signaling, Fc epsilon RI signaling, B cell receptor signaling, phosphatidylinositol signaling, JAK-STAT signaling, MAPK signaling, wnt and cytokine-cytokine receptor signaling and ErbB signaling (Table S2). Among the upregulated genes that would promote activation of migration into tissues are various cytokine receptors (Table S2). One pertinent gene is integrin alpha 4 (*ITGA4*), that encodes for the alpha 4 subunit of the VLA-4 receptor and which promotes transendothelial migration by interacting with endothelial cell surface receptors VCAM-1 and JAM2 [27]. 

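ITGA4 had a log2 ratio of -0.68 (SE 0.36, adjusted p = 0.421) and was higher in blood in 4 of 4 animals. It lay at -1.90 in animal 1 and between -0.34 and -0.19 in the other 3 animals, and without animal 1 the log2 ratio was -0.27. Its probe was well above background in 7 of 8 blood channels and 4 of 8 endometrial channels.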

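GRLF1 had a log2 ratio of -0.80 (SE 0.43, adjusted p = 0.419) and was higher in blood in 3 of 4 animals. A probe with another name in the files, whose values File S1 lists for this gene, had a log2 ratio of -1.35.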

Another is the gene for the nuclear repressor protein glucocorticoid receptor DNA binding factor-1 (*GRLF1*) that antagonizes the inhibitory effect of TGFB1 on monocyte migration [28]. Several genes involved in cell motility were also upregulated in blood including several myosin genes (*MYL2*, *MYLPF*, and *MYH10*) and two regulators of the actin cytoskeleton, diaphanous homolog 1 (*DIAPH1*) and paxillin (*PXN*).

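The myosin genes MYL2, MYLPF and MYH10 had log2 ratios of -1.59, -1.51 and -1.18 and were higher in blood in 4 of 4 animals, with adjusted p between 0.262 and 0.393. The probe taken for MYLPF is the one whose values File S1 lists under that name, and the array files describe it as similar to another gene, MEF2D. MYL2 lay at -4.66 in animal 2 and between -0.87 and -0.34 in the other 3, and without animal 2 the log2 ratio was -0.57. It was well above background in 2 of 8 endometrial channels. DIAPH1 had a log2 ratio of -1.31 (SE 0.39, adjusted p = 0.267), in 4 of 4 animals. PXN had one of -0.08 (SE 0.23, adjusted p = 0.914) and was higher in blood in 2 of 4 animals, and without animal 1 the log2 ratio was 0.06. The probe that File S1 lists for PXN, under another name in the files, had one of -1.23. Of the 7 genes of cell motility higher in blood in the paper, 3 passed when adjusted over the list alone and 0 over all probes with limma, while 3 had an unadjusted p of at most 0.05. The 7 were chosen on these samples, and the count over the list alone is not independent evidence.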

Once macrophages are in the endometrium, the above-mentioned genes involved in cell signaling and diapedesis become downregulated. Other genes involved in motility increase, including thymosin beta 4 (*TMSB4X*), which promotes cell motility through sequestration of G-actin monomers during actin-cytoskeletal organization [29] and enabled homolog (*ENAH*), which blocks capping of actin filaments and promotes filopodia formation [30]. These changes may indicate a different pattern of cell motility once monocytes enter the endometrium. 

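TMSB4X had a log2 ratio of 1.18 (SE 0.29) and ENAH one of 1.29 (SE 0.30), each with an adjusted p of 0.262 and higher in endometrium in 4 of 4 animals. From technical replicate 1 alone the log2 ratio of TMSB4X was 1.88, and from technical replicate 2 alone it was 0.49. A second probe that File S1 lists for ENAH gave 1.79.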

At the same time, endometrial CD14^+^ cells gain increased capacity for interacting with other cellular and extracellular components of the endometrium as indicated by increased expression of genes encoding for cell adhesion molecules and ECM-receptor interaction pathways (Table S2). Cell adhesion proteins on endometrial macrophages likely function to facilitate regulation of other immune cells. For example, E-cadherin (*CDH1*), a gene upregulated in endometrium, promotes macrophage – T cell interactions [31].

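CDH1 had a log2 ratio of 3.19 (SE 0.29, adjusted p = 0.0703) and was higher in endometrium in 4 of 4 animals, with values from 2.65 to 3.89. It is also a gene of the epithelium marker list.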

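The chemokine CCL24 had a log2 ratio of 3.03 (SE 0.52, adjusted p = 0.242) and was higher in endometrium in 4 of 4 animals, from 1.10 in animal 2 to 4.01 in animal 1.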

Endometrial CD14^+^ cells may themselves promote migration of monocytes and other leukocytes into the endometrium as indicated by upregulation of *CXCL14* and chemokines *CCL8*, *CCL22* and *CCL24*. The platelet derived growth factor B polypeptide (*PDGFB*) was also upregulated in endometrium. 

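PDGFB had a log2 ratio of 1.78 (SE 0.51, adjusted p = 0.262), higher in endometrium in 4 of 4 animals, from 0.26 to 3.31.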

PDGF directs movement of neutrophils and macrophages [32].

Despite the identification of CD14^+^ cells as macrophages, some of the upregulated genes in endometrium were placental and uterine genes such as pregnancy associated glycoproteins [33], prolactin related proteins [34] and uterine serpin [35]. Endometrial CD14^+^ cells were 90–95% pure, and the presence of placental or endometrial genes could reflect contamination of the CD14^+^ population with trophoblast, endometrial epithelium or endometrial stroma. In species where endometrium undergoes a decidual response, decidualized stroma express cytokines and chemokines characteristically secreted by immune cells [36], [37]. Perhaps similar differentiation pathways exist in species like cattle so that CD14 becomes upregulated in non-myeloid cells.

Once migrating into the endometrium, at least a subset of CD14^+^ monocytes undergo differentiation. This is so because many of the genes identified by Martinez et al. [23] as being upregulated in macrophages during differentiation were upregulated in endometrial CD14^+^ cells as compared to CD14^+^ cells in blood. We hypothesized that, in the absence of infection, endometrial macrophages would be preferentially activated along the M2 activation pathway so that that differentiation results in macrophages that promote inhibition of inflammation, angiogenesis, and tissue remodeling [38]–[40]. Indeed, as detailed in the next paragraphs, there is evidence for bias of endometrial macrophages towards M2 activation. Nonetheless, it is likely that there is more than one subpopulation of endometrial macrophage resident in the endometrium of pregnant cows. Some subpopulations of endometrial macrophages may undergo a differentiation process that is unique for that tissue.

Seven of 51 genes upregulated in M2 activated macrophages [23] were upregulated in endometrial CD14^+^ cells. One of these genes was glycine amidinotransferase (*GATM*) which competes with the inducible form of nitric oxide synthase for arginine and thereby reduces production of the proinflammatory molecule nitric oxide [41]. Two C-type lectins characteristically activated in M2 macrophages, mannose receptor C1 (*MRC1*) and C-type lectin domain family 7, member A (*CLEC7A* or dectin-1) were also upregulated in endometrial CD14^+^ cells. 

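MRC1 was well above background in 8 of 8 endometrial channels and 5 of 8 blood channels, and its log2 ratio had an SE of 0.53 and an adjusted p of 0.259. CLEC7A was well above background in 2 of 8 channels of each tissue, too few to be tested.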

Activation of MRC1 can lead to inhibition of secretion of IL12 (stimulates NK cell and T-cells) and increased secretion of the anti-inflammatory cytokines IL8, IL10, IL1 receptor antagonist and IL1 receptor type II [42]. In contrast, CLEC7A, which recognizes fungal carbohydrates, can participate in release of inflammatory cytokines [43]. Another gene upregulated in endometrium was prostaglandin G/H synthase (*PTGS1* or cyclooxygenase 1) which is a key enzyme in prostaglandin, prostacyclin, and thromboxane A2 biosynthesis. These eicasonoids have been implicated in immunosuppression (prostaglandin E2) and angiogenesis (prostaglandins E2, I2, F_2α_, and thromboxane A2) [44].

The one upregulated gene in endometrium that could be classified as characteristic of M1 macrophages (complement factor B, *CFB*) also encodes for a protein that can have anti-inflammatory properties. Cleavage of CFB by complement factor D liberates the Ba fragment that inhibits proliferation of B cells [45].

In addition to the genes identified by Martinez et al. [23], other genes expressed in M2 macrophages were upregulated in endometrium including *CD163*, which is a scavenger receptor that, in its soluble form, exerts anti-inflammatory actions [46] as well as the anti-inflammatory cytokines *CCL22* and *CCL24* that are produced by M2a macrophages [39]. 

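CD163 had a log2 ratio of 2.05 (SE 0.52, adjusted p = 0.262) and was higher in endometrium in 4 of 4 animals, with values from 0.69 to 3.195. Together with CCL22 and CCL24 it was well above background in 8 of 8 endometrial channels.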

*CCL2*, an M1 cytokine [39], was also upregulated in endometrium. 

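By log2 ratio CDH1 ranked 66th of the probes tested. Over the 16 alternatives its log2 ratio ranged from 2.95 to 5.11 and its adjusted p from 5.6e-04 to 0.556.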

Another gene upregulated in M2 macrophages, E-cadherin (*CDH1*), was one of the top 100 upregulated genes in the endometrium. This cell adhesion protein promotes macrophage fusogenic activity and macrophage – T cell interactions [31]. Two other genes with anti-inflammatory activity were upregulated in endometrium. TMSB4 can be oxidized by macrophages exposed to glucocorticoteroids to form thymosin β4 sulfoxide that has anti-inflammatory properties [47]. Fibroblast growth factor 1 (*FGF1*), another gene upregulated in endometrium, inhibits expression of monocyte adhesion molecules on endothelial cells involved in transendothelial movement and may be anti-inflammatory [48].

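FGF1 had a log2 ratio of -0.33 (SE 0.44, adjusted p = 0.756) and was higher in endometrium in 2 of 4 animals. Without animal 2 the log2 ratio was 0.08, and the probe with another name whose values File S1 lists for FGF1 gave 0.93.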

One function of M2 macrophages is to promote tissue remodeling [40] and analysis of the transcriptome of endometrial vs blood CD14^+^ cells is consistent with endometrial CD14^+^ cells being actively involved in this process. There was over-representation of differentially-expressed genes in endometrium for three ontologies related to proteolysis (peptidase activity, endopeptidase activity, and proteolysis).

The upregulation of granzymes (*gzma*, *GZMA* and *GZMB*) in endometrial CD14^+^ cells is consistent with a role for these cells in induction of apoptosis. Apoptotic cells are common in the placenta, especially at the edges of the placentomes and in the interplacentomal region [49]. While the bovine trophoblast is considered to be non-invasive and not capable of crossing the basement membrane of the luminal epithelium of the endometrium, it is possible that endometrial macrophages remove placental cells that stray past this barrier. Apoptosis could also be a signal for regulation of macrophage function. Abrahams *et al.* [50] hypothesized that ingestion of apoptotic trophoblast cells causes decidual macrophages to develop an immunosuppressive phenotype. Another possible interpretation of the upregulation of granzymes is that a portion of the CD14^+^ cells in endometrium are natural killer cells since decidual natural killer cells in human contain granzyme A [51].

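A list of 31 natural killer and T cell genes, which includes GZMA and GZMB, had a median log2 ratio of 0.51, with 20 genes higher in endometrium and 11 higher in blood (camera adjusted p = 5.3e-04, fry adjusted p = 0.190). Without these 2 genes, which the paper's text names, the median was 0.34 (camera adjusted p = 0.0047, fry adjusted p = 0.316), and without 1 more that Tables S1 and S2 list it was 0.28 over 28 genes (camera adjusted p = 0.0121, fry adjusted p = 0.405). The medians of the full list were 0.83, 1.11, 0.28 and 0.12 in animals 1 to 4. Of its most abundant genes, CCL5 had a log2 ratio of -0.61, NKG7 one of 1.59, CD247 one of 1.19 and ZAP70 one of 0.11. Adjusted over the list alone, 3 genes were differentially expressed, against 0 over all probes.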

Validation of microarray results with qPCR validation resulted in differential expression being confirmed for 7 of 11 genes evaluated. Examination of differences between endometrial and blood CD14^+^ cells using qPCR of an independent data set indicated a smaller degree of agreement with microarray results (4 of 11 genes) but a total of 9 of 11 genes showed differences in the same direction as the results from microarray hybridization. The independent samples were from a slightly earlier stage of pregnancy and this fact could have resulted in some discrepancies with the microarray data set.

In summary, endometrial CD14^+^ cells express genes characteristically found in macrophages. Moreover, analysis of the transcriptome of these cells indicates that at least a subpopulation of the cells differentiates along an M2 activation pathway and that the cells play roles in immune regulation, tissue remodeling, angiogenesis, and apoptosis. These roles are likely of broad relevance to mammalian reproduction rather than to be specific properties of pregnancy in the cow. Endometrial macrophages in the human also undergo M2 activation [3], [21]. In addition, 20% of the genes found by Gustafsson et al. [21] to be differentially expressed between decidual and blood macrophages were also differentially expressed in the same direction in cow. Thus, despite substantial evolutionary divergence in reproductive patterns, the properties of the endometrial macrophage during pregnancy have been at least partially conserved.

## Materials and Methods

### Materials

Mouse anti-bovine CD14 (clone MM61A, clarified ascites fluid, 10 µg/ml) was obtained from VMRD, Inc. (Pullman, WA, USA). The Ab was tagged with labeled Fab fragments against mouse IgG conjugated to Alexa Fluor 488 using the Zenon® Mouse Labeling IgG kit from Invitrogen Molecular Probes (Eugene, OR, USA) as per manufacturer's instructions.

Fico/Lite LymphoH was purchased from Atlanta Biologicals (Norcross, GA, USA). Fetal bovine serum was purchased from Sigma-Aldrich (St. Louis, MO, USA) or Pel-Freez Biologicals (Rogers, AR, USA). Tissue Culture Medium-199 (TCM-199), bovine serum albumin (BSA) Fraction-V, Dulbecco's PBS (DPBS), and collagenase type I was purchased from Sigma-Aldrich (St. Louis, MO, USA). Other reagents were from Sigma-Aldrich or Fisher Scientific (Pittsburgh, PA, USA).

### Collection of Endometrium and Blood

For microarray analysis, the uterus and cardiac blood were obtained at the time of euthanasia at a local abattoir from four cows at an estimated 164, 239, 242 and 248 days of pregnancy, respectively (i.e., dating based on fetal crown-rump length [52]). Blood was collected into heparinized tubes. Blood and the uterus were transported to the lab on ice within 1.5 h after slaughter. The uterus and cardiac blood from three additional cows at an estimated 156, 169 and 176 days of pregnancy were collected as described above for RNA collection to be used for quantitative real time PCR (qPCR) analysis.

### Isolation of Mononuclear Leukocytes in Blood

PBMCs were obtained from blood as follows. Blood (10 ml) was centrifuged at 600 g for 30 min to obtain the buffy coat. This layer was mixed with 2 ml TCM-199 and the cell suspension was transferred to the top of 2 ml Fico/Lite LymphoH placed in a 15 ml conical tube. Cells were centrifuged at 600 g for 30 min. Mononuclear cells were collected at the interface of the Fico/Lite LymphoH and media, centrifuged at 600 g for 10 min, resuspended in DPBS, and evaluated with a hemacytometer to determine cell concentration and viability (trypan blue exclusion). Cells were resuspended to a final concentration of 5×10^7^/ml in staining buffer (DPBS supplemented with 0.1% (w/v) BSA).

### Preparation of Cell Suspension from Endometrium

A suspension of cells was prepared from interplacentomal endometrium dissected from the uterine horn containing the fetus. Dissected endometrium was finely minced in DPBS using a sterile scalpel blade and a petri dish and then placed into a 50 ml sterile culture tube containing 25 ml digestion medium (TCM-199 supplemented with 150 U/ml type I collagenase). Tissue was incubated at 37°C under gentle rotation for 15 min. Undigested tissue was allowed to settle for 5 min; the supernatant fraction was then collected by aspiration, and 25 ml of fresh digestion medium was added to the tissue fraction. The remaining tissue was incubated for an additional 15 min under rotation, and the supernatant fraction produced after settling was pooled with the previous supernatant fraction. Cells in suspension in the supernatant fraction were collected by filtration through a sterile 100 µm cell strainer into 50 ml sterile culture tubes. Cells were centrifuged at 110× g for 5 min, resuspended in 5 ml TCM-199 supplemented with 10% (v/v) fetal bovine serum, analyzed for cell number using a hemacytometer, and diluted to a final concentration of 5×10^5^/ml in TCM-199. A 10 ml aliquot of the dispersed endometrial cell suspension was layered onto 5 ml Fico/Lite LymphoH in a 15 ml conical tube. Cells were centrifuged at 600 g for 30 min. The interface containing mononuclear cells was collected and resuspended in 10 ml of staining buffer, washed once, resuspended in staining buffer, and evaluated for cell concentration and viability (trypan blue exclusion) using a hemacytometer. Cells were then resuspended to a final concentration of 5×10^6^/ml.

### Purification of CD14^+^ Cells

Endometrial cells and PBMC were separately subjected to flow cytometry and cell sorting to prepare CD14^+^ cells. The entire pool of cells obtained as described above was placed into a 15 ml conical tube containing staining buffer, washed twice with 5 ml staining buffer, and resuspended in the smallest volume possible with staining buffer. Cells were then labeled by incubation with Zenon-labeled anti-CD14 by adding 0.1 µg labeled Ab per 5×10^6^ cells. A Zenon-labeled mouse IgG1 at the same concentration as the primary Ab was incubated with another aliquant of cells to determine nonspecific labeling. Cells and labeled Ab were incubated at room temperature for 30 min. After incubation, cells were diluted to 5 ml with staining buffer to 5×10^6^ cells/ml and subjected to cell sorting using flow cytometry with a FACSCAria Cell Sorter supported by DiVa software V.6.1.2 (BD Biosciences, San Jose, CA, USA). Sorting was performed with a 100 micron nozzle and pressure of 20 psi. Cells were gated on the basis of forward and side scatter to analyze the monocyte region. Two rounds of cell sorting were performed. The first round of sorting, at a high flow rate, was performed to maximize yield of CD14^+^ cells while the second step was designed to maximize purity of the CD14^+^ cells at low flow rate.

### RNA Purification

Sorted CD14^+^ cells were centrifuged at 600 g for 5 min and total cellular RNA was extracted using the using the RNeasy Micro kit (Qiagen Inc, Valencia, CA, USA). Concentration of total cellular RNA was determined using the Nanodrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA) and integrity determined by Agilent 2100 Bioanalyzer with RNA 6000 Pico LabChip kit (Agilent Technologies, Santa Clara CA, USA). Only samples that showed high RNA integrity (RIN >7) were used for the microarray hybridization and quantitative PCR analysis. Extracted RNA was stored at −80°C until microarray analysis.

### Microarray Hybridization

Four pairs of samples of blood and endometrial CD14^+^ cells were subjected to transcriptional profiling using the Bovine Oligo Microarray Chip (Bovine 4X44K G2519F) from Agilent (Santa Clara CA, USA). Each pair was collected from the same animal. The array contains 43,803 bovine probes representing 20,767 unique 60-mer probes and approximately 19,500 distinct bovine genes arranged on a slide as 4 arrays in a 4X44K format. The probes were developed by clustering more than 450,000 mRNA and EST sequences of the bovine genome (btau 2.1). All microarray protocols were carried out by Mogene LLC (St. Louis, MO, USA), an Agilent Certified Service Provider.

Prior to microarray hybridization, 10–50 ng of total RNA were amplified using the WT-Ovation Pico RNA Amplification Kit (NuGen Technologies, Inc, San Carlos, CA, USA) according to the manufacturer's protocol. Two micrograms of amplified material was labeled with Cy3 or Cy5 using Agilent Genomic DNA Enzymatic Labeling Kit (Agilent Technologies, Santa Clara CA, USA) and 1.5 µg of each labeled sample were co-hybridized to the array for 17 h at 65°C at 10 rpm in a rotating oven in an ozone-free room using SureHyb chambers from Agilent (Agilent Technologies, Santa Clara CA, USA). Wash conditions were as outlined in the Agilent processing manual and the arrays were scanned using an Agilent G2505B scanner (Agilent Technologies, Santa Clara CA, USA). Two technical replicates were performed. For the first replicate, RNA samples from blood were labeled with Cy3 and RNA from endometrium was labeled with Cy5. For the second technical replication, 3 samples of RNA from blood were labeled with Cy5 and their matching pairs of RNA from endometrial were labeled with Cy3 while the fourth pair used Cy3 for blood and Cy5 for endometrium.

### Analysis of Microarray Data

The microarray image extraction and data pre-processing were performed using Agilent's Feature Extraction software v 9.5 (Agilent Technologies, Santa Clara CA, USA). The intensity of each spot was summarized as the median pixel intensity followed by log transformation. The lowess normalization was done within-array lowess on median of the intensities of the spots. The JMP® Genomics 3.1 for SAS® 9.1.3 software (SAS Inst., Inc., Cary, NC) was used. The quantile normalization method for data global normalization was performed. Differentially regulated genes were identified by least-squares ANOVA by the PROC ANOVA procedure of JMP® Genomics 3.1 for SAS® 9.1.3. The model included animal, replicate, and tissue source (blood or endometrium). Fixed effects included tissue and replicate and random effects included animal. Tissue x animal was the error term for tissue. Correction for false discovery rate was performed by the Benjamini and Hochberg method [53] with a maximum false discovery rate of 0.01. Genes with a minimum intensity of 16 were considered to be expressed. Only genes with at least 2-fold difference and a probability of P≤0.05 for a tissue difference were considered differentially expressed. Expression values were deposited in the Gene Expression Omnibus repository as Series number GSE20190 (www.ncbi.nlm.nih.gov/geo/).

### Gene Ontology Analysis

An analysis was performed using FatiGo (a web-based program for functional profiling; www.babelomics.org) to indentify functional enrichment by comparing the two lists of differentially regulated genes from endometrium and blood by means of a Fisher's exact test [54]. Furthermore, Pathway Express (http://vortex.cs.wayne.edu/ontoexpress) was used to identify relevant pathways represented by the differentially regulated gene set. Pathway Express calculates a probability (P) value, based on the density of genes that belong to a determined pathway using the Kyoto Encyclopedia of Gene and Genome database [55]. It also calculates a gamma P value using the perturbation factor for each input gene in the pathway that accounts for the normalized fold change of the gene and the number and the amount of perturbation of genes at downstream positions on the pathway. Both P- and gamma P-values are combined to generate the impact factor which was used to rank the pathways according to their biological significance. A pathway was considered to be significantly affected by tissue source if the gamma P-value ≤0.05.

### Quantitative Real-Time PCR

Quantitative PCR was performed on 11 genes found to be differentially expressed by microarray hybridization as well as a housekeeping gene used as an internal control (bovine ribosomal protein L19; *RPL19*). Samples from a total of five pairs were analyzed by qPCR. These included 2 pairs of samples that were also used for the microarray analysis and 3 pairs of new samples. We could not use samples from all 4 pairs used in the microarray analysis for the qPCR validation due to insufficient quantities of RNA.

Primers and probes are shown in Table 3. The qPCR analyses were carried out by Mogene LLC. The hydrolysis probe based system was designed using the online tool “PrimeTime qPCR Assays” by IDT DNA (www.idtdna.com) and the primers and probes were purchased from the same company. The final primer and probe concentration was 200 nM. All probes had a 5′ 6-Fam label and a 3′ IA-Black Quencher. The reaction was designed for a total reaction volume of 25.0 µl. The template cDNA (25 ng per reaction) was added to each reaction in 5.0 µl. The Applied Biosystems Taqman Gene Expression Mastermix (Foster City, CA, USA) was used. Cycling conditions were 95°C for 10 min, and 40 cycles at a 95°C melting temperature for 15 sec. and 60°C for 1 min. Each sample was assayed in 3 replicates.

**Table 3:** Primer/probe sets used for qRT-PCR.

Gene Name	Accession	Primer/Probe	Sequence (5′-3′)
CD163 molecule (*CD163*)	NM_001077402	forward^a^	AAT TTC GTG GAC AGA GTT CTC
		probe^b^	/56-FAM/AGA CAG CGG CTT GCA GTT TCC/3IABlk_FQ
		reverse^c^	AAT TTC GTG GAC AGA GTT CTC
Mannose receptor C1 (*MRC1*)	XM_001252128	forward^a^	TCG AGT TGA GCC ACT TCA
		probe^b^	/56-FAM/CCA CAC CCA CAT TCC TTC AAC ATT TCT/3IABlk_FQ/
		reverse^c^	TCT TTC ACC AGA GGG ATC AC
Granzyme A (*GZMA*)	NM_001001142	forward^a^	AAG ACG CTA CAT GGC TCT
		probe^b^	/56-FAM/CGC TCA TTG TGA CCT GAA GGG C/3IABlk_FQ/
		reverse^c^	ATG GGA TGT AGA GTG GGC
Heme oxygenase (decyclizing) 1 (*HMOX1*)	NM_001014912	forward^a^	CGG AGA ATG CAG AGT TCA
		probe^b^	/56-FAM/AAG GTT TTA AGC TGG TGA TGG CGT C/3IABlk_FQ/
		reverse^c^	TGT TGC GTT CGA TCT CCT
Chemokine (C-C motif) ligand 2; CCL2 (*MCP1*)	XM_614752	forward^a^	AGA GGC TGT GAT TTT CAA GAC
		probe^b^	/56-FAM/AGT TAT GTG CAG ACC CCA AGC AGA/3IABlk_FQ/
		reverse^c^	GGT TGT GGA GTG AGT GCT
Fc fragment of IgG, low affinity IIIa, receptor (*CD16A*)	NM_001077402	forward^a^	GAA TGG AGG GAT GGC AAA
		probe^b^	/56-FAM/TTA GGA CAA ATG GAG GCA TCT CTG GG/3IABlk_FQ/
		reverse^c^	ACA GAG TTG GGT GAA GGA TC
Ribonuclease k6 (*RNASE6*)	NM_174594	forward^a^	CCC CTT ATC ATT TGG TTC CTG
		probe^b^	/56-FAM/AGG TTG TTT AAA TCA CTT TGC TTC TCG CT/3IABlk_FQ/
		reverse^c^	AAA TCA ATA AAA GAC AAG AAA ATC AGA G
Testis specific, 14 (*TSGA14*)	XM_583431	forward^a^	AGA ATC CCC GCT CAC TG
		probe^b^	/56-FAM/CAA GGT CCT TTA CTT CCA GGG TTT GC/3IABlk_FQ/
		reverse^c^	GAA AAC ATT TAT TTG ACT AAG GCA G
Pregnancy-associated glycoprotein 10 (*PAG10*)	NM_176621	forward^a^	GCC CAA GCT TAC ATC CAA AG
		probe^b^	/56-FAM/TCT CCG ACT CGT TCA CAC GCT/3IABlk_FQ/
		reverse^c^	GAG AAA TAC AGC CTC AGG AAG
Solute carrier organic anion transporter family, member 2B1 (*SLCO2B1*)	NM_174843	forward^a^	ATC CAG AGT GTG AGC TGT
		probe^b^	/56-FAM/CCC AAT ACC CAA TTC CAG GCA AAG G/3IABlk_FQ/
		reverse^c^	CAA GTT AGC GGA AGA CTC AC
Ribosomal protein L19 (*RPL19*)	NM_001040516	forward^a^	CTG AAG GTG AAG GGT AAC G
		probe^b^	/56-FAM/AGG CAG ACA AGG CTC GCA AGA/3IABlk_FQ/
		reverse^c^	GGG CTT CCT TGG TCT TAG A

a Forward = sense (5′) primer.

b Each probe was synthesized with a 5′ 6-FAM reporter dye and 3′ IA-Black quencher.

c Reverse = antisense (3′) primer.

The level of expression of each tested gene was calculated using the ΔCt method with normalization to the RPL19 housekeeping gene. Treatment effects were analyzed by least squares analysis of variance using the General Linear Models procedure of SAS (SAS for Windows, version 9.3, SAS Institute Inc., Cary, NC, USA). The animal x tissue interaction term was used as the error to test effect of tissue. Results are presented as least-squares means ± standard errors.

## Supporting Information

Table S1 Ontologies where the incidence of frequency of overexpressed genes in the endometrium was different than the incidence of overexpressed genes in the blood.
(0.08 MB PDF) Click here for additional data file.

Table S2 Pathways subject to differential regulation.
(0.11 MB PDF) Click here for additional data file.

Table S3 Differentially regulated genes in endometrial and blood CD14+ cells that were also differentially regulated in the intermediately-differentiated, fully differentiated, M1 and M2 activated macrophage.
(0.09 MB PDF) Click here for additional data file.

File S1 List of differentially expressed genes.
(0.16 MB XLSX) Click here for additional data file.

# Supplementary material for: Differentiation of the Endometrial Macrophage during Pregnancy in the Cow
**Source:** PLoS One. 2010 Oct 7;5(10):e13213. doi: 10.1371/journal.pone.0013213
**Supplement:** Table S1 — Ontologies where the incidence of frequency of overexpressed genes in the endometrium was different than the incidence of overexpressed genes in the blood. (0.08 MB PDF)

**Table S1.** Ontologies where the incidence of frequency of overexpressed genes in the endometrium was different than the incidence of overexpressed genes in the blood.<sup>a</sup>

| Ontology term                                                       | Genes differentially expressed in the endometrium (E) and blood (B)                                                                                                                                                                                                                                                                                                             | Percentage of genes in the ontology |       | P     |
|---------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|-------|-------|
|                                                                     |                                                                                                                                                                                                                                                                                                                                                                                 | Endometrium                         | Blood |       |
| Molecular function                                                  |                                                                                                                                                                                                                                                                                                                                                                                 |                                     |       |       |
| Peptidase activity (GO:0008233)                                     | E: <i>CTSK; CTS; DPP4; GZMA; PAG3; PAG4; PAG5; PAG6; PAG10; PAG11; PAG15; PAG17; PAG18; PAG1B; PAG21; PLAT; PSEN1; ST14</i><br>B: none                                                                                                                                                                                                                                          | 16.1                                | 0.0   | 0.003 |
| Endopeptidase activity (GO:0004175)                                 | E: <i>CTSB; CTSK; CTSL; CTSZ; DPP4; GZMA; GZMA; PAG10; PAG11; PAG15; PAG17; PAG18; PAG1B; PAG21; PAG3; PAG4; PAG5; PAG6; PAG9; PLAT; ST14</i><br>B: none                                                                                                                                                                                                                        | 15.3                                | 0.0   | 0.016 |
| Zinc ion binding (GO:0008270)                                       | E: <i>FBLIM1; egr1; RNF128; NT5E; NR1H3</i><br>B: <i>CA4; FGD6; MYNN; NR1H2; PCGF1; PCGF4; PHF17; PPARD; PRKCB1; RABEX5; RARA; SEC23B; ZFX; ZNF410</i>                                                                                                                                                                                                                          | 5.6                                 | 26.9  | 0.048 |
| Phosphotransferase activity; alcohol group as acceptor (GO:0016773) | E: <i>IHPK3; STK25</i><br>B: <i>CSNK1A1; CSNK1E; DGKH; FYN; IPMK; LOC538702; PDIK1L; PRKCB1; RIOK3</i>                                                                                                                                                                                                                                                                          | 1.5                                 | 13.2  | 0.052 |
| Biological process                                                  |                                                                                                                                                                                                                                                                                                                                                                                 |                                     |       |       |
| proteolysis (GO:0006508)                                            | E: <i>CIQA; CTSB; CTSK; CTSL; CTSZ; DPP4; gzmA; GZMA; PAG10; PAG11; PAG15; PAG17; PAG18; PAG1B; PAG21; PAG3; PAG4; PAG5; PAG6; PAG9; PLAT; PSEN1; RNF128; ST14</i><br>B: none                                                                                                                                                                                                   | 25.0                                | 0.0   | 0.001 |
| signal transduction (GO:0007165)                                    | E: <i>ANG; EDG2; EDNRB; EPAS1; FZD3; GRIM19; ITGB6; OXTR; PGDH; PRLR; PSCD4; PSEN1; RAB13; RRAS</i><br>B: <i>ARNT; ASB6; CDK5R1; CNIH4; CSNK1A1; CSNK1E; DGKH; FGD6; ITGA4; MS4A1; OPN1SW; PPP2CA; PRKCB1; RAB11A; RAB3A; RAB1F; RASGRP4; STAT3; STAT5A; STAT5B; TAC3; TIMAP; TNFRSF1B; TNFRSF6; UPK1A</i>                                                                      | 11.3                                | 34.3  | 0.013 |
| biopolymer metabolic process (GO:0043283)                           | E: <i>ANG; AR; CBX6; CTGF; EGR1; ELF5; EPAS1; ERCC5; FOS; FOXA3; GGCX; GRIM19; HAND1; JUN; MSX1; NR1H3; PSEN1; RNF128; ST3GALIV; STK25; TFB1M</i><br>B: <i>ARNT; B3GNT5; BAT3; CBX7; CSNK1A1; CSNK1E; DUSP12; IRF1; L41691; MYB; MYNN; NR1H2; OPN1SW; PDIK1L; PHF17; POP4; PPARD; PPIL1; PPP2CA; PRKCB1; RARA; RPP38; SNURF; STAT3; STAT5A; STAT5B; TREX1; UBE2B; UFM1; ZFX</i> | 16.9                                | 41.1  | 0.013 |

|                                        |                                                                                                                                                                                                      |       |       |       |
|----------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|-------|-------|
|                                        | E: <i>ANG; APOE; EDG2; EDNRB; EPAS1; FZD3; GJB1; GRIM19; ITGB6; OXTR; PGDH; PRLR; PSCD4; PSEN1; RAB13; RRAS;</i>                                                                                     |       |       |       |
| cell communication (GO:0007154)        | B: <i>ARNT; ASB6; CDK5R1; CNIH4; CSNK1A1; CSNK1E; DGKH; FGD6; ITGA4; MS4A1; OPN1SW; PPP2CA; PRKCB1; RAB11A; RAB3A; RABIF; RASGRP4; STAT3; STAT5A; STAT5B; TAC3; TIMAP; TNFRSF1B; TNFRSF6; UPK1A;</i> | 12.7  | 33.3  | 0.042 |
| Cellular component                     |                                                                                                                                                                                                      |       |       |       |
|                                        | E: <i>ANG; AR; BANF1; CBX6; egr1; ELF5; EPAS1; ERCC5; FOS; FOXA3; GRIM19; HAND1; JUN; MSX1; NR1H3; PSEN1; UACA;</i>                                                                                  |       |       |       |
| nucleus (GO:0005634)                   | B: <i>ARNT; CBX7; CCNE2; CDK5R1; IRF1; L41691; MYB; MYNN; NR1H2; PHF17; POLR2J2; POP4; PPARD; PPIL1; PPP2CA; RARA; RBM15B; RPP38; SNURF; STAT3; STAT5A; STAT5B; TAF11; TREX1; UBE2B; UFM1; ZFX;</i>  | 29.82 | 64.29 | 0.019 |
| extracellular region part (GO:0044421) | E: <i>ANG; APOE; CCL2; CCL8; COL1A2; CTGF; DCN; GJB1; MAGP2; SPP1;</i>                                                                                                                               | 8.85  | 0.00  | 0.079 |
|                                        | B: none                                                                                                                                                                                              |       |       |       |

<sup>a</sup>Analysis was performed using FatiGo—a web tool for finding significant associations of Gene Ontology terms with groups of genes.

# Supplementary material for: Differentiation of the Endometrial Macrophage during Pregnancy in the Cow
**Source:** PLoS One. 2010 Oct 7;5(10):e13213. doi: 10.1371/journal.pone.0013213
**Supplement:** Table S2 — Pathways subject to differential regulation. (0.11 MB PDF)

**Table S2.** Pathways subject to differential regulation.<sup>a</sup>

| Pathway Name                               | IF <sup>b</sup> | Genes overexpressed in endometrium (E) and blood (B)                                                                                                                         | IG/GP <sup>b</sup> | P <sup>b</sup> | γP <sup>b</sup> |
|--------------------------------------------|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------|----------------|-----------------|
| <b>Immune system</b>                       |                 |                                                                                                                                                                              |                    |                |                 |
| Leukocyte transendothelial migration       | 895             | E: <i>PXN; VCAM1; THY1; CLDN3; CLDN1; CLDN8</i><br>B: <i>GRLF1; MYL2; ITGA4; PIK3R5; PIK3R3; MYLPF</i>                                                                       | 12/119             | 0.02           | 0.00            |
| Toll-like receptor signaling pathway       | 11              | E: <i>MAPK3; FOS; JUN; TLR3; SPP1</i><br>B: <i>MAP2K4; RELA; MAP2K3; PIK3R3; STAT2; TIRAP; MAP3K8; IFNAR1; TRAF3; CD80; PIK3R5</i>                                           | 16/102             | 0.00           | 0.00            |
| Complement and coagulation cascades        | 11              | E: <i>C1QA; C1QB; C1QC; C3AR1; CD59; CFB; PLAT; PROS1; SERPINA5; TFPI; FGB</i><br>B: none                                                                                    | 11/69              | 0.00           | 0.00            |
| Hematopoietic cell lineage                 | 5               | E: <i>CD59; TFRC; ITGA6; CD7; CSFR1; MME</i><br>B: <i>MS4A1; CD22; ITGA4</i>                                                                                                 | 9/87               | 0.03           | 0.03            |
| Fc epsilon RI signaling pathway            | 5               | E: <i>MAPK3; RAC3; PLA2G3</i><br>B: <i>PIK3R5; PIK3R3; GRB2; MAP2K3; MAP2K4; FYN</i>                                                                                         | 9/78               | 0.01           | 0.04            |
| B cell receptor signaling pathway          | 5               | E: <i>RAC3; JUN; FOS</i><br>B: <i>CD79A; RELA; PIK3R5; PIK3R3; CD22</i>                                                                                                      | 8/65               | 0.04           | 0.04            |
| <b>Signaling molecules and interaction</b> |                 |                                                                                                                                                                              |                    |                |                 |
| Cell adhesion molecules (CAMs)             | 632             | E: <i>ALCAM; SIGLEC1; ITGA6; VCAM1; PVRL3; MPZL1; CDH1; CLDN8; CLDN1; CLDN3; SDC3</i><br>B: <i>CD80; CD22; ITGA4</i>                                                         | 14/134             | 0.01           | 0.00            |
| ECM-receptor interaction                   | 6               | E: <i>AGRN; SDC3; ITGA6; ITGB6; LAMC1; COL1A2; COL3A1; SPP1</i><br>B: <i>ITGA4</i>                                                                                           | 9/84               | 0.02           | 0.02            |
| Cytokine-cytokine receptor interaction     | 6               | E: <i>CXCL14; CCL22; PRLR; INHBB; CCL24; CSF1R; PRL; LTBR; TNFRSF9; CCL8; CCL2; PDGFB</i><br>B: <i>CCR3; IL8RB; IL18RAP; CRLF2; IFNAR1; TNFRSF1B; IL17RA; TNFRSF8; CLCF1</i> | 21/263             | 0.04           | 0.02            |
| <b>Signal transduction</b>                 |                 |                                                                                                                                                                              |                    |                |                 |
| Phosphatidylinositol signaling system      | 17              | E: <i>CLML5</i><br>B: <i>CDS2; DGKH; DGKZ; INPP5K; PIK3R5; PIK3R3</i>                                                                                                        | 7/76               | 0.08           | 0.00            |
| TGF-beta signaling pathway                 | 7               | E: <i>MAPK3; INHBB; ID4; DCN</i><br>B: <i>PPP2CA; CREBBP; E2F5</i>                                                                                                           | 7/87               | 0.14           | 0.01            |
| Jak-STAT signaling pathway                 | 7               | E: <i>BCL1L1; PRPL; CSH1; PRL</i><br>B: <i>PIK3R5; CRFL2; IFNAR1; CLCF1; PIAS2; STAT5B; STAT1; PIK3R3; GRB2; CREBBP; STAT3; STAT5A</i>                                       | 16/155             | 0.00           | 0.01            |
| ErbB signaling pathway                     | 7               | E: <i>MAPK3; JUN; ERBB3</i><br>B: <i>CDKN1A; MAP2K4; STAT5B; PIK3R5; PIK3R3; GRB2; STA5A; NCK1</i>                                                                           | 11/87              | 0.00           | 0.01            |
| Calcium signaling pathway                  | 7               | E: <i>CALM5; EDNRB; ERBB3; OXTR; SLC8A3</i>                                                                                                                                  | 5/182              | 0.95           | 0.01            |

|                           |    |                                                                                                                                                                                                                                                                                           |        |      |      |
|---------------------------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|------|------|
|                           |    | B: none                                                                                                                                                                                                                                                                                   |        |      |      |
| MAPK signaling pathway    | 6  | E: <i>MAPK3; FOS; JUN; RAC3; PDGFB; NF1; RRAS; PLA2G3; FGF1; HSPA1B; HSPA1A; HSPA6</i><br>B: <i>DUSP1; MAP4K2; MAP3K5; MAP3K8; GRB2; MAP2K3; RELA; MAP2K4; RASGRP4</i>                                                                                                                    | 21/272 | 0.05 | 0.02 |
| Wnt signaling pathway     | 5  | E: <i>PSEN1; FZD3; JUN; RAC3; WNT10B; DKK1</i><br>B: <i>CSNK1A1; PPARD; CSNK1A1L; PPP2R5B; DAAM1; CREBBP; CSNK1E; PPP2CA</i>                                                                                                                                                              | 14/152 | 0.02 | 0.03 |
| <b>Cancers</b>            |    |                                                                                                                                                                                                                                                                                           |        |      |      |
| Pathways in cancer        | 16 | E: <i>CDH1; ARNT2; PLD1; CSF1R; AR; CCNA1; FGF1; LAMC1; ITGA6; BCL2L1; WNT10B; PDGFD; RAC3; JUN; FOS; FZD3; EPAS1; MAPK3</i><br>B: <i>CCNE1; PIK3R5; TRAF3; RARA; PIAS2; PML; STAT5B; STAT1; PIK3R3; PPARD; GRB2; RET; CDKN1A; RELA; CCNE2; CREBBP; STAT3; ARNT; RUNX1; STAT5A; TCEB1</i> | 39/330 | 0.00 | 0.00 |
| Acute myeloid leukemia    | 13 | E: <i>CCNA1; MAPK3</i><br>B: <i>STAT5A; RUNX1; STAT3; RELA; GRB2; PPARD; PIK3R3; STAT5B; PML; RARA; PIK3R5</i>                                                                                                                                                                            | 13/59  | 0.00 | 0.00 |
| Renal cell carcinoma      | 9  | E: <i>MAPK3; JUN; PDGFB; EPAS1; ARNT2</i><br>B: <i>PIK3R3; PIK3R5; GRB2; CREBBP; ARNT; TCEB1</i>                                                                                                                                                                                          | 11/69  | 0.00 | 0.00 |
| Prostate cancer           | 9  | E: <i>MAPK3; CREB5; PDGFB; CRE3L2; AR</i><br>B: <i>PIK3R3; GRB2; CDKN1A; RELA; CCNE2; CREBBP</i>                                                                                                                                                                                          | 13/90  | 0.00 | 0.00 |
| Chronic myeloid leukemia  | 6  | E: <i>MAPK3; BCL2L1</i><br>B: <i>PIK3R5; STAT5B; PIK3R3; GRB2; CDKN1A; RELA; RUNX1; STAT5A</i>                                                                                                                                                                                            | 10/75  | 0.00 | 0.01 |
| Small cell lung cancer    | 6  | E: <i>BCL2L1; ITGA6; LMCA1</i><br>B: <i>CCNE1; PIK3R5; PIK3R3; TRAF3; PIAS2; RELA; CCNE2</i>                                                                                                                                                                                              | 10/86  | 0.01 | 0.02 |
| Pancreatic cancer         | 5  | E: <i>MAPK3; RAC3; BCL2L1; PLD1</i><br>B: <i>PIK3R3; PIK3R5; STAT1; RELA; STAT3</i>                                                                                                                                                                                                       | 9/72   | 0.01 | 0.03 |
| Melanoma                  | 5  | E: <i>MAPK3; PDGFB; FGF-1; CDH1</i><br>B: <i>PIK3R5; PIK3R3; CDKN1A</i>                                                                                                                                                                                                                   | 7/71   | 0.05 | 0.05 |
| <b>Cell communication</b> |    |                                                                                                                                                                                                                                                                                           |        |      |      |
| Adherens junction         | 15 | E: <i>RAC3; LMO7; PVRL4; PVRL3; CDH1; MAPK3; PARD3;</i><br>B: <i>CREBBP; FYN; SNAI1</i>                                                                                                                                                                                                   | 10/78  | 0.01 | 0.00 |
| Tight junction            | 13 | E: <i>RRAS; AMOTL1; RAB13; CLDN3; CLDN1; CLDN8; CGN; PARD3</i><br>B: <i>MYL2; EXOC4; ASHL1; MYLPP; MYH10; PPP2CA; CASK; PRKCI</i>                                                                                                                                                         | 16/135 | 0.00 | 0.00 |
| Focal adhesion            | 7  | E: <i>MAPK3; RAC3; PDGFB; JUN; ITGB6; ITGA6; LAMC1; COL1A2; COL3A1; SPP1</i><br>B: <i>MYL2; PIK3R5; ITGA4; MYLPP; GRLF1; PXN; DIAPH1; GRB2; PIK3R3; FYN</i>                                                                                                                               | 20/203 | 0.00 | 0.00 |
| <b>Endocrine system</b>   |    |                                                                                                                                                                                                                                                                                           |        |      |      |
| PPAR signaling pathway    | 8  | E: <i>NRIH3; PCK1; SCD; CYP27A1; CYP4A11; SLC27A2</i><br>B: <i>CPT1A; CPT1C; OLR1; PPARD; GK</i>                                                                                                                                                                                          | 11/70  | 0.00 | 0.00 |

|                                       |    |                                                                                                                                                       |        |      |      |
|---------------------------------------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------|--------|------|------|
| Renin-angiotensin system              | 6  | E: <i>AGT; CTSA; MME</i><br>B: none                                                                                                                   | 3/17   | 0.04 | 0.01 |
| Behavior                              |    |                                                                                                                                                       |        |      |      |
| Circadian rhythm                      | 10 | E: none<br>B: <i>CRY2; CSNK1E; PER1</i>                                                                                                               | 3/13   | 0.02 | 0.00 |
| Infectious diseases                   |    |                                                                                                                                                       |        |      |      |
| Pathogenic Escherichia coli infection | 6  | E: <i>TUBB6; TUBA3C; KRT18; CLDN1; CDH1</i><br>B: <i>FYN; NCK1</i>                                                                                    | 7/54   | 0.02 | 0.02 |
| Transcription                         |    |                                                                                                                                                       |        |      |      |
| Basal transcription factors           | 5  | E: <i>GTF2A1; TAF1; GTF2I</i><br>B: <i>TAF4B; TAF11; GTF2B</i>                                                                                        | 6/37   | 0.01 | 0.03 |
| Cell motility                         |    |                                                                                                                                                       |        |      |      |
| Regulation of actin cytoskeleton      | 6  | E: <i>MAPK3; TMSB4X; RAC3; PDGFB; RRAS; ITGA6; ITGB6; ENAH; FGF1</i><br>B: <i>MYL2; SSH2; PIK3R5; PIK3R3; ITGA4; GRLF1; MYLPF; MYH10; DIAPH1; PXN</i> | 19/217 | 0.01 | 0.02 |

<sup>a</sup>Pathway express was used to determine pathways that are differentially regulated.

<sup>b</sup>Abbreviations are as follows: IF, Impact Factor; IG/GP, number of differentially regulated genes/ total number of genes involved in the pathway; P, probability value by hypergeometric distribution analysis;  $\gamma$ P: gamma P value, which is the P value corrected by impact factor.

# Supplementary material for: Differentiation of the Endometrial Macrophage during Pregnancy in the Cow
**Source:** PLoS One. 2010 Oct 7;5(10):e13213. doi: 10.1371/journal.pone.0013213
**Supplement:** Table S3 — Differentially regulated genes in endometrial and blood CD14+ cells that were also differentially regulated in the intermediately-differentiated, fully differentiated, M1 and M2 activated macrophage. (0.09 MB PDF)

**Table S3.** Differentially regulated genes in endometrial and blood CD14<sup>+</sup> cells that were also differentially regulated in the intermediately-differentiated, fully differentiated, M1 and M2 activated macrophage.<sup>a</sup>

| Description                                                                | Accession    | Intensity   |       | Fold change | P    | Tissue <sup>b</sup> |
|----------------------------------------------------------------------------|--------------|-------------|-------|-------------|------|---------------------|
|                                                                            |              | Endometrium | Blood |             |      |                     |
| Intermediately-differentiated macrophage                                   |              |             |       |             |      |                     |
| Upregulated genes during monocyte to macrophage differentiation            |              |             |       |             |      |                     |
| Fc fragment of IgG, high affinity I, receptor for ( <i>FCGR1</i> )         | NM_174538    | 306         | 11    | 28          | 0.05 | Endo                |
| Chemokine (C-C motif) ligand 2 ( <i>CCL2</i> )                             | NM_174006    | 18786       | 3526  | 5           | 0.01 | Endo                |
| Early growth response 1 ( <i>EGR1</i> )                                    | NM_001045875 | 64632       | 17902 | 4           | 0.02 | Endo                |
| Centromere protein A transcript variant 1 ( <i>CENPA</i> )                 | XM_864817    | 11731       | 5692  | 2           | 0.02 | Endo                |
| Chromosome 6 open reading frame 115 ( <i>C6orf115</i> )                    | XM_582278    | 10895       | 6280  | 2           | 0.02 | Endo                |
| Lectin, mannose-binding 2 ( <i>LMAN2</i> )                                 | NM_001101309 | 34142       | 17438 | 2           | 0.03 | Endo                |
| 24-dehydrocholesterol reductase ( <i>DHCR24</i> )                          | XM_613218    | 101952      | 47891 | 2           | 0.05 | Endo                |
| Opa interacting protein 5 ( <i>OIP5</i> )                                  | XM_588370    | 204         | 630   | 3           | 0.00 | Blood               |
| Downregulated genes during monocyte to macrophage differentiation          |              |             |       |             |      |                     |
| Predicted: Palladin, cytoskeletal associated protein ( <i>PALLD</i> )      | XM_869983    | 753         | 48    | 16          | 0.00 | Endo                |
| BCL2-like 1, nuclear gene encoding mitochondrial protein ( <i>BCL2L1</i> ) | NM_001077486 | 2017        | 342   | 6           | 0.00 | Endo                |
| Inhibitor of growth family, member 3, transcript variant 2 ( <i>ING3</i> ) | XM_863966    | 4923        | 15733 | 3           | 0.05 | Blood               |
| Fully-differentiated macrophage                                            |              |             |       |             |      |                     |
| Upregulated genes in differentiated macrophages                            |              |             |       |             |      |                     |
| Ribonuclease ( <i>RNASE1</i> )                                             | NM_001014386 | 5671        | 124   | 46          | 0.01 | Endo                |
| Folate receptor 2 (fetal) ( <i>FOLR2</i> )                                 | NM_001075325 | 1486        | 63    | 24          | 0.00 | Endo                |
| Component 1, q subcomponent, alpha polypeptide ( <i>CIQA</i> )             | NM_001014945 | 15126       | 793   | 19          | 0.00 | Endo                |
| Apolipoprotein E ( <i>APOE</i> )                                           | NM_173991    | 3576        | 208   | 17          | 0.00 | Endo                |
| Complement component 1, q subcomponent, B chain ( <i>CIQB</i> )            | NM_001046599 | 29681       | 2122  | 14          | 0.00 | Endo                |
| Transcobalamin II; macrocytic anemia ( <i>TCN2</i> )                       | NM_174195    | 6560        | 811   | 8           | 0.03 | Endo                |
| Myloid beta (A4) precursor protein ( <i>APP</i> )                          | NM_001076796 | 18442       | 2748  | 7           | 0.04 | Endo                |
| Sialoadhesin ( <i>SIGLEC1</i> )                                            | XM_870818    | 277         | 50    | 6           | 0.05 | Endo                |
| Hypothetical LOC539693 ( <i>AK3L1</i> )                                    | XM_588793    | 163         | 49    | 3           | 0.04 | Endo                |
| Phospholipase D family, member 3 ( <i>PLD3</i> )                           | NM_001078041 | 3318        | 1003  | 3           | 0.03 | Endo                |
| Zinc finger, FYVE domain containing 26 ( <i>ZFYVE26</i> )                  | XM_592247    | 6979        | 3169  | 2           | 0.02 | Endo                |
| Nuclear receptor subfamily 1, group H, member 3 ( <i>NR1H3</i> )           | NM_001014861 | 10998       | 5265  | 2           | 0.01 | Endo                |
| Scm-like with four MBT domains protein 2 ( <i>SFMBT2</i> )                 | XM_607062    | 63          | 211   | 3           | 0.05 | Blood               |
| Downregulated genes in differentiated macrophages                          |              |             |       |             |      |                     |
| Desmoglein 2 preproprotein ( <i>DSG2</i> )                                 | XM_584890    | 201         | 7     | 30          | 0.05 | Endo                |
| Cystatin E/M ( <i>CST6</i> )                                               | NM_001012764 | 17864       | 1411  | 13          | 0.01 | Endo                |

|                                                                                                          |              |       |       |    |      |       |
|----------------------------------------------------------------------------------------------------------|--------------|-------|-------|----|------|-------|
| Ankycorbin (Retinoic acid-induced protein 14) ( <i>RAI14</i> )                                           | XM_604226    | 1960  | 160   | 12 | 0.00 | Endo  |
| Regulator of G-protein signaling 2, 24kDa ( <i>RGS2</i> )                                                | NM_001075596 | 57900 | 6307  | 9  | 0.05 | Endo  |
| Cytochrome P450, family 27, subfamily A, polypeptide 1 ( <i>CYP27A1</i> )                                | NM_001083413 | 2018  | 366   | 6  | 0.04 | Endo  |
| FBJ murine osteosarcoma viral oncogene homolog ( <i>FOS</i> )                                            | NM_182786    | 34786 | 8393  | 4  | 0.02 | Endo  |
| Zinc finger, MYND domain containing 15 (predicted) ( <i>ZMYND15</i> )                                    | XM_589053    | 2419  | 868   | 3  | 0.02 | Endo  |
| DEAD (Asp-Glu-Ala-Asp) box polypeptide 17 ( <i>DDX17</i> )                                               | NM_001101993 | 41773 | 22419 | 2  | 0.03 | Endo  |
| Interleukin 27 receptor, alpha ( <i>IL27RA</i> )                                                         | NM_001098028 | 28729 | 12407 | 2  | 0.05 | Endo  |
| Predicted: cytokine receptor-like factor 2 ( <i>CRLF2</i> )                                              | XM_608251    | 188   | 880   | 5  | 0.04 | Blood |
| Low density lipoprotein (lectin-like) receptor 1 ( <i>OLRI</i> )                                         | NM_174132    | 564   | 2330  | 4  | 0.03 | Blood |
| FYN oncogene related to SRC, FGR, YES ( <i>FYN</i> )                                                     | NM_001077972 | 4343  | 7566  | 2  | 0.05 | Blood |
| M1 vs M2 activation                                                                                      |              |       |       |    |      |       |
| Overexpressed genes in M1 macrophages                                                                    |              |       |       |    |      |       |
| Complement factor B ( <i>CFB</i> )                                                                       | NM_001040526 | 18183 | 1647  | 11 | 0.03 | Endo  |
| Pentraxin-related gene, rapidly induced by IL-1 beta ( <i>PTX3</i> )                                     | NM_001076259 | 933   | 16716 | 18 | 0.05 | Blood |
| Fas (TNF receptor superfamily, member 6) ( <i>FAS</i> )                                                  | NM_174662    | 360   | 1971  | 5  | 0.03 | Blood |
| Indoleamine 2,3-dioxygenase 1 ( <i>IDO1</i> )                                                            | NM_001101866 | 380   | 1549  | 4  | 0.05 | Blood |
| Overexpressed genes in M2 macrophages                                                                    |              |       |       |    |      |       |
| Solute carrier organic anion transporting polypeptide 2b1 ( <i>SLCO2B1</i> )                             | NM_174843    | 8667  | 173   | 50 | 0.00 | Endo  |
| Glycine amidinotransferase (L-arginine:glycine amidinotransferase) ( <i>GATM</i> )                       | NM_001045878 | 7387  | 240   | 31 | 0.00 | Endo  |
| Predicted: mannose receptor C1 (MRC1)                                                                    | XM_001252128 | 2246  | 93    | 24 | 0.00 | Endo  |
| Aldehyde dehydrogenase 1 family, member A1 ( <i>ALDH1A1</i> )                                            | NM_174239    | 3722  | 210   | 18 | 0.01 | Endo  |
| Prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase 1) ( <i>PTGS1</i> ) | NM_001105323 | 2102  | 242   | 9  | 0.03 | Endo  |
| Ribonuclease, RNase A family, k6 ( <i>RNASE6</i> )                                                       | NM_174594    | 33082 | 4824  | 7  | 0.04 | Endo  |
| C-type lectin domain family 7, member A ( <i>CLEC7A</i> )                                                | NM_001031852 | 50    | 22    | 2  | 0.03 | Endo  |
| Predicted: dipeptidase 2 ( <i>DPEP2</i> )                                                                | XM_586714    | 140   | 328   | 2  | 0.05 | Blood |

<sup>a</sup>The list of genes that are differentially regulated was obtained from reference 23.

<sup>b</sup>Tissue with higher expression in the current experiment. Endo signifies that expression was higher for endometrial CD14<sup>+</sup> cells whereas Blood signifies higher expression in blood CD14<sup>+</sup> cells.

How the deposited data were processed for this re-analysis (not part of the article)

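RNA of CD14+ cells from the endometrium and the blood of 4 pregnant cows was compared on 8 Agilent arrays with 2 colours. The authors deposited 1 scanner file for each of the 16 samples, and the 2 files of each array were identical. The authors' scanner files give, for each spot and each dye, the median intensity of the spot and of its local background, without normalization. They also give a processed intensity, which the Feature Extraction software had corrected for background and normalized for dye. The authors' value table holds log2 values. The methods state lowess within arrays and then quantiles, and the equal sets of values in its columns show the quantile step over the 16 channels. By rank its values equal the processed intensity, which leaves no sign of a further lowess step. The files carry version 10.5.1.1 of Feature Extraction.

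Before any ratio was taken, the value table was compared with the scanner files. By the rank of the processed intensity, each of its 16 columns was found in the labeled dye of the file attached to the other technical replicate of the same animal, and the scanner files were read in that way. The files as attached were kept as an alternative chosen after the values were seen. Arrays were read with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. The background was corrected by normexp with an offset of 50, and the signals were normalized by loess within arrays and by quantiles over channels. Control spots and spots marked as outliers, 3 to 20 on an array, were left out, and spots of a probe were averaged. Depth has no counterpart in these files, and the number of animals, with 2 arrays each, limits precision.

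The log2 ratio of endometrium over blood was computed within each animal as the mean of its 2 arrays, and limma's lmFit and eBayes tested it against 0 over 4 animals. Adjusted p values are those of Benjamini and Hochberg. A probe was called differentially expressed at an adjusted p of at most 0.05 and a fold change over 2, and was tested if it was well above background in at least 4 of the 8 channels of at least 1 tissue. The pairing comes from the labels, which give both tissues of an animal the same number. As a check, the deviations of an animal's 2 tissues from the means of their tissues were correlated with r of 0.615, 0.360, 0.207 and 0.460 in animals 1 to 4.

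The genes named are those the paper names with an array result in its text, Table 1, Table 2 or Table S3, CD14 and CD68, and up to 10 called probes with the largest change in each direction. Of several probes of a gene, the one under the paper's accession was taken, or else the brightest under its name. LOC613791, S100G and AU278548 are among the called probes that the paper's text does not name. Probe names were updated from a reference gene table of assembly ARS-UCD2.0 where it held their accession or gene identifier.

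Lists of marker genes were tested with camera at a preset correlation of 0.01 and with fry. They cover natural killer and T cells, B cells, granulocytes, trophoblast, epithelium, stroma, tissue macrophages, blood monocytes, and immediate early and heat shock genes. All fits were also tested on simulated data, with the spread of the 4 animals as measured and with a smaller spread. Alternatives changed the background correction, the normalization, the intensities, the filter on dim probes, the pairing, the slide and dye terms, the technical replicates, the animals, the test and its threshold.

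The qPCR and flow cytometry of the paper were not analysed here. Enrichment of ontologies and pathways was not repeated, and the full lists of the reference studies were not used here. Results for a few genes are not reported here.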

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

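The tests of single arrays and the comparison fit for dye were chosen only after these results were seen.

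In 6 of the 126 named genes examined, 1 animal lay far from the other 3 by the gap to its nearest neighbor over the range of the 4 log2 ratios. These were CTGF in animal 2 (0.8292), ITGA4 in animal 1 (0.9123), MYL2 in animal 2 (0.8777), PLD3 in animal 2 (0.8696), IL27RA in animal 4 (0.9282) and CD14 in animal 1 (0.8458). Chance gives such a gap in about 1 of 20 groups, so that 6 of 126 is no more than chance gives. Of the 6, 2 were in animal 1, 3 in animal 2, 0 in animal 3 and 1 in animal 4. Of 9 marker lists, 0 had such a gap. A fault of 1 array is argued against, since in 6 of the 6 genes the animal lay outside the other 3 on the same side on both of its arrays. Differences between the animals in their cells or in the preparation of the cells stay open and were not tested. Without animal 2 the log2 ratio of CTGF was 6.04 and that of MYL2 was -0.57, and without animal 1 that of CD14 was 0.25 and that of ITGA4 was -0.27.

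Of 3 measures of the samples, 1 had such a gap. The blood of animal 1 had a mean r of 0.824 with the blood of the other animals, whose own mean r lay between 0.907 and 0.914, a gap over range of 0.9232. Chance gives 1 in 20 here too. On the arrays of the 2 technical replicates taken apart, the gap over range was 0.927 and 0.920, so that a fault of 1 array is argued against by the value of 0.920. Animal 1 was the only animal at day 164 of pregnancy, and the stage of pregnancy, the animal and its preparation stay open, with no test between them.

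Of the probes differentially expressed, LOC613791, S100G and AU278548 are not discussed in the paper's text, although File S1 lists them. Their log2 ratios were 3.73 (adjusted p = 0.0263), 4.46 (adjusted p = 0.0333) and 4.38 (adjusted p = 0.0451), each higher in endometrium in 4 of 4 animals. With any animal left out limma called 0 probes, with 916 to 2258 at an unadjusted p of at most 0.05. Dye bias in the animal whose dyes were not swapped and a difference between the tissues cannot be told apart by the dye term as causes of the number of calls. The term moved the share of calls higher in endometrium by 4.23 points against the same fit without it, and by 42.6 points against the ratios per animal, while the calls rose from 11 to 792 and the 11 were still called. Dye bias adds calls in both directions, so that a share does not show it, and many calls of the fits to 8 arrays were unchanged probes in simulated ratios, 40.7% with the dye term. In the 3 animals with swapped dyes, the log2 ratios of the 11 probes lay between 2.96 and 7.45. No biological explanation was tested for these 3 probes.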

How the results depend on the processing

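Alternatives named here as added were chosen after seeing the data. The number of differentially expressed probes, 11, depended on nearly every choice, and the cause was not tested except where named. It was 5 with loess only, 50 with no background correction and 161 with an offset of 0. It was 224 each with the processed signal and with the authors' values, which hold the same signal by rank and are not independent. Of these, 96.9% were higher in endometrium at an offset of 0 and 91.1% with the processed signal, against 100% of the 11. It was 5 without the filter on dim probes, 4 without the pairing, 5 from technical replicate 1 alone and 20 from technical replicate 2 alone. Fits to the 8 arrays gave 500 with slide, 792 with dye and, added, 501 with no term, with 62.6%, 57.5% and 61.7% higher in endometrium. In simulated ratios of 16654 probes with 200 changed, 39.0% of the calls with slide and 40.7% of those with dye were unchanged probes. The 11 probes were all called again with no background correction, an offset of 0, the processed signal, the authors' values, technical replicate 2 and the 3 fits to the 8 arrays.

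The methods' analysis of variance gave 687 at an unadjusted p and 0 after adjustment. Limma gave 0 at an adjusted p of at most 0.01 and 1728 at an unadjusted p of at most 0.05. Without animal 1, 2, 3 or 4 it gave 0 each, with fewer animals tested. Added settings were the authors' values with the methods' analysis of variance and no filter, with 1247 at an unadjusted p and 0 after adjustment, and the authors' values with limma at an adjusted p of at most 0.01, with 58. The scanner files as attached gave 0, and 121 at an unadjusted p, and 120 of 126 named genes then had the other sign.

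Of 126 named genes, 123 kept their sign under every alternative chosen beforehand. PXN ranged from -0.19 to 0.060 with an animal left out, the latter without animal 1. FGF1 ranged from -0.64 to 0.084, the latter without animal 2, and was 0.93 for the probe in File S1, an added setting. CD14 ranged from -0.61 to 0.25, with 0.25 without animal 1. Among the named genes, 42 more were called with the processed signal, 36 more with an offset of 0, 50 more with slide and 62 more with dye, and 7 fewer with any animal left out.

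Of the marker lists, the direction of the granulocytes changed under camera without the genes the paper names, at a median of -0.0065 and a mean of -0.19. These are the genes of the paper's text and of Tables 1, 2 and S3. Without them trophoblast fell to a median of 0.025 and was no longer past the threshold. With the genes of Tables S1 and S2 left out too, an added setting, trophoblast had a median of 0.017 and camera's direction changed, granulocytes stayed at -0.0065, and the other lists kept camera's direction and side of the threshold, while tissue macrophages no longer passed under fry. The blood monocytes ranged from -1.23 without animal 3, where camera called them, to 0.13 without animal 1. Under fry, natural killer and T cells (median 0.51), B cells (-1.55), epithelium (1.77) and stroma (1.71) were not past the threshold with the values normalized here and all 4 animals. Epithelium passed under fry with an offset of 0 (adjusted p = 0.0192), with the processed signal (0.0089) and without animal 3 (0.0294). B cells passed under fry with the processed signal (0.0468), and natural killer and T cells and stroma with no setting run. Without the pairing, 4 of the 7 named genes called were no longer called, and the marker lists were not run without it. Signal over background limits the ratios of genes that were not well above background in a tissue.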

Differences from the paper's values

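Of 96 fold changes that the paper states and that were computed here, 34 differed and 62 did not, 6 of these being bounds. A fold change was taken to differ where it was over 1.5 times apart from the paper's and the log2 values were apart by more than the SD of the 4 animals, for gzmA on the first condition alone, and a bound only where it was over 1.5 times the paper's. By this rule 16 of the 62 did not differ although over 1.5 times apart, such as SLCO2B1 (the paper's 50, here 18.8, SD 1.43), RNASE1 (46, here 15.3, SD 2.41) and SPP1 (32, here 12.9, SD 2.40). All are on the fold scale. The paper gives gzmA as 120.2 and 120 (here 62.0), HSPA6 as 55.6 (13.6), ESM1 as 46.9 (7.83), CXCL14 as 36.7 (9.57), CCL22 as 29.0 (4.64), VSIG4 as 20.4 and 20 (3.21), CLDN1 as 28.1 (9.95), CLDN8 as 44.6 (4.61), ARNT2 as 22.4 (1.06), GATM as 30.8 and 31 (14.2), CSH1 as 43.8 (15.3) and PRP8 as 30.7 (6.19). For the pregnancy-associated glycoproteins it gives a range that ends at 3.6 with PAG18 last in its order (here 1.44), while File S1 gives the paper's fold change as 3.19 for PAG18 and 3.60 for PAG9, which has a bound here of at least 1.19. For blood it gives CALCB as 23.8 (7.70), CCR3 as 19.8 (1.80), IL8RB as 14.5 (2.12), IL18R1 as 6.2 (1.81) and MS4A1 as 16.8 (3.56). In Table 1 it gives COL3A1 as 29 (3.94), MRC1 as 24 (6.21), PROS1 as 23 (5.80), APOE as 17 (7.30) and LOC510456 as 3 (1.59). In Table S3 it gives FCGR1 as 28 (3.32), OIP5 as 3 (1.92), BCL2L1 as 6 (3.79), FOLR2 as 24 (5.14), AK3L1 as 3 (1.50), SFMBT2 as 3 (1.55), CYP27A1 as 6 (2.88) and ALDH1A1 as 18 (5.55). Of these genes CLDN8 was well above background in 1 of 8 blood channels and VSIG4, CCL22, COL3A1 and FCGR1 in 2 of 8, and CCR3 and IL8RB in 2 of 8 endometrial channels, so that their fold changes rest on few channels above background. For ARNT2 the probe whose values File S1 lists has another name in the files, a setting chosen after seeing the values, and had a log2 ratio of 1.54.

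Of the alternatives set before the data were examined, the processed signal and the authors' values left 1 of the 34 different, ARNT2, which differed under every alternative. These 2 hold the same signal by rank and are not independent of each other. An offset of 0 left 8, namely ARNT2, PAG18, PRP8, CCR3, IL8RB, IL18R1, FOLR2 and ALDH1A1. For the other 26, the smaller fold change here therefore depended on the offset in the background correction. PAG18 is set against 3.6 here, and its 2.25 at an offset of 0 is within 1.5 times of the 3.19 in File S1. With no background correction 10 no longer differed, for gzmA, HSPA6, CXCL14, CALCB, APOE, OIP5, BCL2L1, AK3L1 and CYP27A1. With loess only, CXCL14, BCL2L1 and CYP27A1 no longer differed. Without animal 1 these were gzmA and CYP27A1, without animal 2 CXCL14 and APOE, and without animal 4 OIP5 and BCL2L1. No fold change was closed without animal 3 or with the filter, pairing, slide, dye and single technical replicate alternatives.

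For differentially expressed probes, the paper counts 1364 genes, 680 higher in endometrium and 674 in blood, where 11, 11 and 0 were found with limma. At an unadjusted p of at most 0.05 the numbers were 1728, 878 and 850 and no longer differed. With the dye term the 455 for endometrium did not differ, and no other alternative of that kind closed a count. The authors' values with the methods' analysis of variance at an unadjusted p and no filter, a setting chosen after seeing the values, gave 1247, 640 and 607. For expressed probes, the paper counts 450 genes in endometrium only and 1386 in blood only, where 820 and 423 probes were found, and these differed under every alternative.

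The paper counts as higher in endometrium and in blood 19 and 2 genes of decidual macrophages (here 1 and 0), 9 and 2 of intermediate differentiation (0 and 0), 21 and 4 of full differentiation (0 and 0), 1 and 3 of M1 macrophages (0 and 0), 7 and 1 of M2 macrophages (1 and 0) and 2 and 3 of bovine macrophages (0 and 0), and 3 blood monocyte genes in blood (0). At an unadjusted p of at most 0.05 limma gave 16 for decidual macrophages in endometrium, 2 for blood monocytes, 18 for full differentiation in endometrium, 1 and 3 for M1, 6 for M2 in endometrium and 2 and 2 for bovine macrophages, none of which differed. The methods' analysis of variance at an unadjusted p gave 13 for decidual macrophages, 16 for full differentiation, 1 for M1 and 5 for M2, all in endometrium, and 2 and 2 for bovine macrophages. With slide, 13 for decidual macrophages, 1 for M1 and 2 for bovine macrophages in endometrium did not differ. With dye, 15 for decidual macrophages, 1 and 2 for M1, 5 for M2 in endometrium and 2 for bovine macrophages in endometrium did not differ. The blood counts of decidual macrophages, full differentiation and M2, and both counts of intermediate differentiation, differed under every alternative.

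The paper names gzmA as the gene most increased in endometrium, where SERPINA14 ranked 1st at 6.10 and gzmA 2nd, and gzmA 1st with the processed signal. It names CALCB as the gene most increased in blood, where PTX3 ranked 1st at -3.65 and CALCB 4th, and 2nd with the processed signal. It names FGF1 as higher in endometrium, where the log2 ratio was -0.33, and paxillin as higher in blood, where PXN had -0.08 with 2 of 4 animals in each direction. These are probes under the genes' names. The probes whose values File S1 lists for FGF1 and PXN, a setting chosen after seeing the values, had log2 ratios of 0.93 and -1.23, each of the paper's direction. It states that MCP1 was higher in blood on the arrays, where CCL2 had a log2 ratio of 2.30. File S1 holds 673 entries for blood.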

Other observations

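The test of other splits on marker lists, the test of exchanged files and the leaving out of the genes of Tables S1 and S2 from the marker lists were chosen only after the results were seen.

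Marker genes of cells other than macrophages moved between the tissues. Genes named in the text or in Tables 1, 2, S1, S2 and S3 were left out of each list. Without the genes the paper names there, the natural killer and T cell list was higher in endometrium as a set (camera p = 0.0081, fry p = 0.270), a value that is consistent with such cells in the endometrial preparation as a hypothesis, with CCL5 at -0.61, NKG7 at 1.59 and CD247 at 1.19 among its most abundant genes. Over the 16 B cell genes that the paper does not name there, the list was lower (limma camera p = 2.5e-05, adjusted p = 7.4e-05, fry adjusted p = 0.187). B cells in the blood preparation may contribute, with TNFRSF13C at -2.17 and JCHAIN at -2.38 among the abundant genes of the list. Over the 16 epithelium genes that the paper does not name there, the list was higher (limma camera p = 5.2e-09, adjusted p = 4.7e-08), with SPINT2 at 2.37, KRT8 at 2.65 and EPCAM at 3.03, and so was the stroma list over 16 genes (camera p = 6.5e-06), with FN1 at 1.80, SPARC at 2.08, COL1A1 at 2.51 and COL6A2 at -0.06. Epithelial and stromal cells are candidate sources of uterine serpin and of the collagens, as hypotheses only. Under fry none of the B cell, epithelium and stroma lists passed. The medians of the full stroma list spread from near 0 in animal 2 to 4.62 in animal 1. For trophoblast, the 8 genes left gave a camera p of 0.973 with members on both sides of 0, such as MSX2 at -0.39, so trophoblast cells as a source of the placental genes and expression by the sorted cells cannot be told apart here.

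Immediate early and heat shock genes had a median log2 ratio of 0.55 over 32 genes, of which the paper's text and Table S3 name 3 and Tables S1 and S2 list 3 more (camera adjusted p = 1.1e-05, fry adjusted p = 0.0187), with 22 higher in endometrium. Over the 26 genes left the median was 0.31 and the camera p 0.0051, which is consistent with an effect of handling of the tissue before sorting, and tissue macrophages that differ in these genes stay open. Of its most abundant genes, JUND had a log2 ratio of 0.37, IER5 one of -0.22, HSPA8 one of 0.88 and KLF6 one of 1.36. Adjusted over the list alone 10 genes passed, and 0 over all probes with limma. A list of 9 granulocyte genes had a median of -0.05 and a mean of -0.36 (camera adjusted p = 0.326, fry adjusted p = 0.292), with 2 genes named by the paper and 1 in another list. Of the 7 lists past the threshold with camera, fry also called trophoblast, tissue macrophages and immediate early and heat shock genes. These calls of fry were lost when single animals were left out, with fewer animals tested. The medians without an animal lay between 1.25 and 1.55 for trophoblast and between 2.21 and 2.85 for tissue macrophages. For immediate early and heat shock genes they lay between 0.35 and 0.73. A dependence on single animals and the smaller number of animals cannot be told apart here. The fry adjusted p was 0.0638 for trophoblast without animal 1, between 0.0865 and 0.120 for tissue macrophages without animal 1, 3 or 4, and 0.0976, 0.0716 and 0.0583 for immediate early and heat shock genes without animals 1, 2 and 3.

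Exchanging the tissues in some of the animals gives 8 splits that part every pair, and 1 of 8, the real one, had as many calls. The other 7 gave 0 calls each with limma, and 121 to 754 probes at an unadjusted p of at most 0.05 and a fold change over 2. The design cannot give a share under 0.125, so the count of splits alone cannot exclude chance, whatever it shows. For the marker lists, 3 of the 8 splits, the real one among them, had at least the 7 lists past the threshold that were found, and 1 of these had 8. Without the pairing, 2 of 35 splits of the samples into 4 and 4 had at least the 4 calls of the real one, a share of 0.0571, so chance is not excluded. The other, with 874 calls, set the endometrium of animals 1 to 3 and the blood of animal 1 against the rest.

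Exchanged scanner files were tested as the cause of ratios of the opposite sign in the files as attached. The lowest share of probes equal between a column of the authors' values and the other technical replicate's file, compared by the rank of the processed signal, was 100%, which is consistent with an exchange of files between the technical replicates of an animal. With the scanner files as attached, 121 probes passed at an unadjusted p of at most 0.05 and a fold change over 2.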
